# Validated Impacts of N6-Methyladenosine Methylated mRNAs on Apoptosis and Angiogenesis in Myocardial Infarction Based on MeRIP-Seq Analysis

**DOI:** 10.3389/fmolb.2021.789923

**Published:** 2022-01-28

**Authors:** Yingjie Zhang, Wenjie Hua, Yini Dang, Yihui Cheng, Jiayue Wang, Xiu Zhang, Meiling Teng, Shenrui Wang, Min Zhang, Zihao Kong, Xiao Lu, Yu Zheng

**Keywords:** myocardial infarction, m^6^A methylation, mRNA, angiogenesis, apoptosis

## Abstract

**Objectives**: N6-methyladenosine (m^6^A) is hypothesized to play a role in the regulation of pathogenesis of myocardial infarction (MI). This study was designed to compare m^6^A-tagged transcript profiles to identify mRNA-specific changes on pathophysiological variations after MI.

**Methods**: N6-methyladenosine methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq) were interacted to select m^6^A-modified mRNAs with samples collected from sham operated and MI rat models. m^6^A methylation regulated mRNAs were interacted with apoptosis/angiogenesis related genes in GeneCards. Afterwards, MeRIP-quantitative real-time PCR (MeRIP-qRT-PCR) was performed to measure m^6^A methylation level of hub mRNAs. m^6^A methylation variation was tested under different oxygen concentration or hypoxic duration in H9c2 cells and HUVECs. In addition, Western blot and qRT-PCR were employed to detect expression of hub mRNAs and relevant protein level. Flow cytometry and Tunel assay were conducted to assess apoptotic level. CCK-8, EdU, and tube formation assay were performed to measure cell proliferation and tube formation ability.

**Results**: Upregulation of Mettl3 was firstly observed *in vivo* and *in vitro*, followed by upregulation of m^6^A methylation level. A total of 567 significantly changed m^6^A methylation peaks were identified, including 276 upregulated and 291 downregulated peaks. A total of 576 mRNAs were upregulated and 78 were downregulated. According to combined analysis of MeRIP-seq and RNA-seq, we identified 26 significantly hypermethylated and downregulated mRNAs. Based on qRT-PCR and interactive analysis, Hadh, Kcnn1, and Tet1 were preliminarily identified as hub mRNAs associated with apoptosis/angiogenesis. MeRIP-qRT-PCR assay confirmed the results from MeRIP-seq. With the inhibition of Mettl3 in H9c2 cells and HUVECs, downregulated m^6^A methylation level of total RNA and upregulated expression of hub mRNAs were observed. Increased m^6^A level was verified in the gradient context in terms of prolonged hypoxic duration and decreased oxygen concentration. Under simulated hypoxia, roles of Kcnn1 and Tet1 in angiogenesis and Hadh, Tet1, and Kcnn1 in apoptosis were further confirmed with our validation experiments.

**Conclusion**: Roles of m^6^A-modified mRNA transcripts in the context of MI were preliminarily verified. In the context of m^6^A methylation, three hub mRNAs were validated to impact the process of apoptosis/angiogenesis. Our study provided theoretical basis and innovative targets for treatment of MI and paved the way for future investigations aiming at exploring upstream epigenetic mechanisms of pathogenesis after MI.

## 1 Introduction

Myocardial infarction (MI), due to the reduction or interruption of the blood supply of the coronary artery, always results in ischemia of the corresponding myocardium leading to myocardial necrosis (Saleh and Ambrose, 2018). It is characterized by an elevated ST-segment in the electrocardiogram, and is one of the most common causes of death worldwide (Lu et al., 2015). At present, the reperfusion therapy to restore the blood circulation of the heart has become a common method for the treatment of MI, however the subsequent reperfusion injury would impair endothelial function and aggravate myocardial cell death (Thygesen et al., 2007; Puymirat et al., 2019). Upon these concerns, exploration of strategies on compensating myocardial cell regeneration and death after MI becomes the most warranted task in this research field. In addition, understanding the microscopic regulations in MI might be essential to reveal the pathophysiological mechanisms behind MI and might shed light on uncovering novel therapies for the treatment of MI.

Robust studies have explored the mechanisms of myocardial cell regeneration and death after MI. Integrin-linked kinase (ILK) has been reported to be an important factor regulating apoptosis and angiogenesis. In hypoxic condition, upregulation of ILK increased phosphorylation of protein kinase B and mammalian target of rapamycin, resulting in enhanced mesenchymal stem cells (MSCs) survival and vascular endothelial growth factors expression level. In addition, transplantation of MSCs rich in ILK could further improve angiogenesis at 3 weeks (Zeng et al., 2017). Exosomes derived from TIMP2-modified MSCs significantly increased the expression of antiapoptotic bcl-2, followed by decreased proapoptotic Bax and pro-caspase9 level, and finally attenuated apoptosis in MI injury via Akt/Sfrp2 pathway *in vivo* (Ni et al., 2019). However, the upstream regulation of these pathways has not been well documented. Recent studies on epigenetic regulation have revealed the relationships between epigenetic modifications and cardiovascular diseases. Epigenetics, including the reversible modification of DNA and protein, were proven to independently regulate gene expression of DNA and protein. It was not until recently that RNA modification was believed to be the third layer of epigenetics, regulating RNA processing and metabolism. There has been uncovered with more than 100 modifications in RNAs, including 5-methylcytosine (m^5^C), N6-methyladenosine (m^6^A), and N1-methyladenosine (m^1^A). Among which, m^6^A methylation was demonstrated to be the common and abundant internal modification of eukaryotic messenger RNA (mRNA) (Meyer et al., 2012). It is a dynamic reversible process regulated by methyltransferases (writers), demethylases (erasers), and binding proteins (readers). ALKBH5 was responsible for reducing m^6^A methylation and ALKBH5 (one of the demethylases) knockout mice exhibited decreased cardiac regenerative ability and cardiac function after neonatal apex resection (Han et al., 2021). The expression of METTL3 was increased in cardiac fibrotic tissue with chronic myocardial infarction. It promoted proliferation of cardiac fibroblasts, fibroblast-to-myofibroblast transition, and collagens accumulation, while silence of METTL3 (one of the methyltransferases) alleviated cardiac fibrosis in MI mice (Li et al., 2021). These findings emphasized the importance of m^6^A methylation in individual mRNAs and provided new insights into therapeutic strategies. Nonetheless, there is limited knowledge of the whole picture of m^6^A modification on mRNAs after MI and how performance of m^6^A methylated mRNAs on the downstream functional phenotypes.

Upon the above concerns, we aimed to systematically compare the m^6^A-tagged transcript profiles of heart tissue from rat MI models with those from sham operated (SO) rats to identify gene-specific changes in mRNA methylation and contribute to the development of MI. Specifically, we first observed the change of methyltransferases *in vivo* and *vitro* followed by the verification of m^6^A methylation in the gradient context of prolonged hypoxic duration and decreased oxygen concentration. We then identified m^6^A methylation regulated mRNAs between the SO group and the MI group by combined analysis of N6-methyladenosine methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq), then top 10 hypermethylated and downregulated mRNAs were selected and validated in rats through quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR). Afterward, we interacted the hub mRNAs with genes related to apoptosis and angiogenesis in open-source datasets. We finally validated the role of methyltransferase in the regulation of m^6^A methylation and selected hub mRNAs in angiogenesis and apoptosis. With the exploration of potential roles for the m^6^A modified mRNA transcripts in the physiological and pathological mechanisms underlying MI, a theoretical basis and innovative targets could be identified for the treatment of MI.

## 2 Materials and Methods

### 2.1 Models

#### 2.1.1 Animal MI Model

Male Sprague-Dawley (SD) rats aged 10 weeks and weighing 250–300 g were collected from Beijing Vital River Laboratory Animal Technology Co. Ltd. The current study was carried out in accordance with the guidelines of the Chinese Council on Animal Protection and approved by the Institutional Animal Care and Use Committee of Nanjing Medical University (reference number of 10091). SD rats were randomly divided into the sham operated (SO) group and the myocardial infarction (MI) group. Ligation of left anterior descending coronary artery was conducted in the MI group and myocardial ischemia was confirmed with elevated ST-segment in electrocardiogram. However, string went through the corresponding myocardial region without ligation in the SO group. Finally, heart samples were collected from the infarction area in the MI group and the corresponding region in the SO group. Heart samples were refrigerated at −80°C for further detection.

#### 2.1.2 Cell Hypoxic Model

H9c2 cells were cultured in Dulbecco’s modified eagle medium (Gibico, Waltham, CA) supplemented with 10% fetal bovine serum (Gibico, Waltham, CA) and 1% of penicillin/streptomycin at 37°C in an incubator with 95% humid air and 5% CO_2_ (Wang M. et al., 2020). Human umbilical vein endothelial cells (HUVECs) were maintained in endothelial cell growth medium-2 bullet kit (Lonza, Basel, BS, CH) at 37°C in an incubator with 95% humid air and 5% CO_2_ (Chen et al., 2020). To simulate myocardial ischemia, H9c2 cells and HUVECs were managed with hypoxia. Specifically, they were placed in a hypoxic incubator containing 94% N_2_, 5% CO_2_, and 1% O_2_ for 24 h. Meanwhile, the control group was maintained in a normal atmosphere of 95% air and 5% CO_2_ at 37°C (Zhu et al., 2021). Afterward, H9c2 cells and HUVECs were cultured in consistent 1% O_2_, 2% O_2_, and 5% O_2_ hypoxic condition for 24 h to explore the impact of different concentrations of oxygen on m^6^A methylation level. These cells were also cultured with 1% oxygen concentration for 12, 24, and 48 h to explore the impact of different hypoxic duration on m^6^A methylation level. H9c2 cells and HUVECs were then treated with 25 μM Mettl3 inhibitor (STM2457) for 24 h to explore the role of Mettl3 on m^6^A methylation level (Yankova et al., 2021).

### 2.2 MeRIP-Seq and Bioinformatic Analysis

The detailed procedure of MeRIP-Seq analysis and validation of newly discovered hub mRNAs on apoptosis and angiogenesis are demonstrated in Figure 1.

**FIGURE 1:**
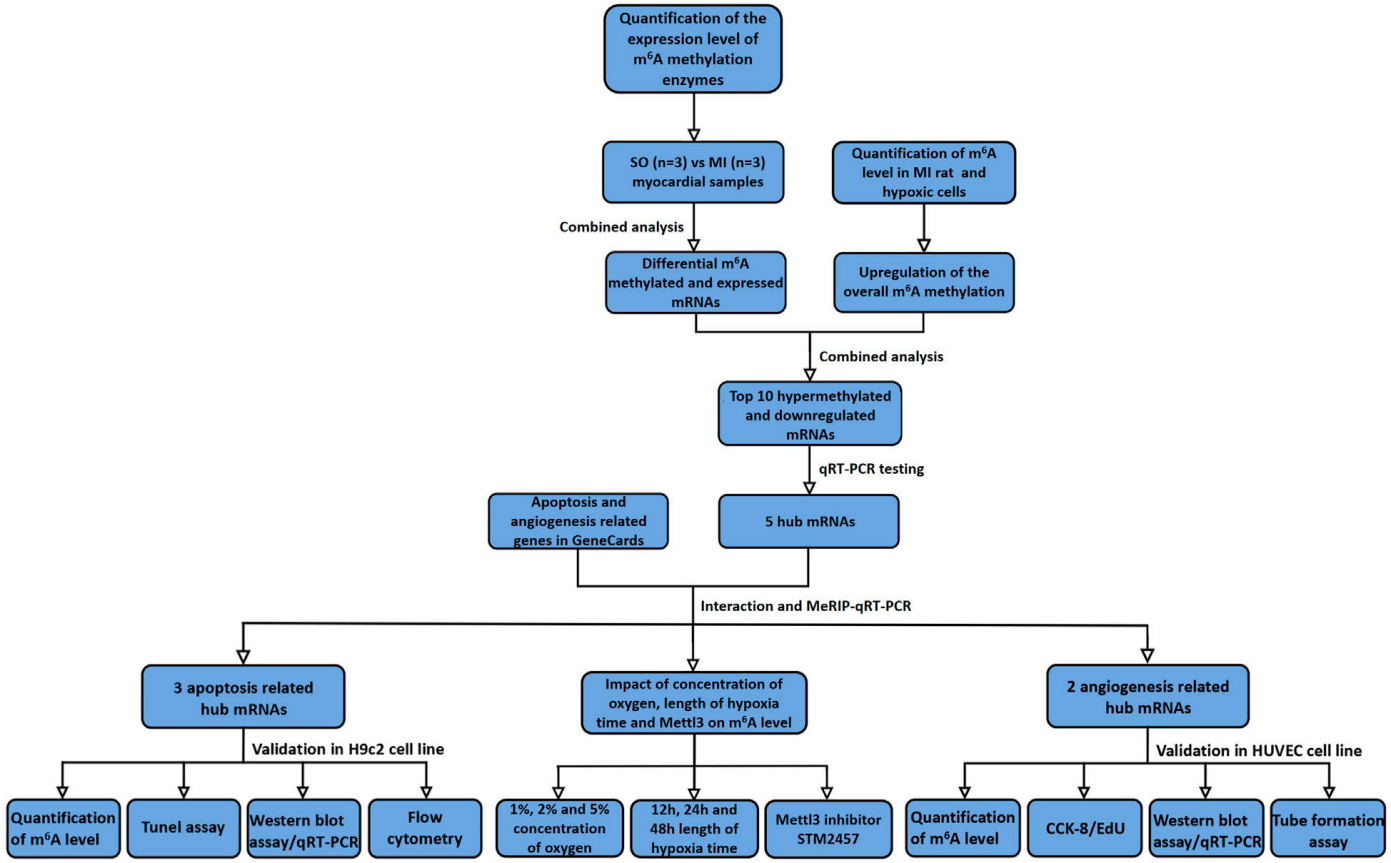
Flowchart of study procedure. SO, sham operated; MI, myocardial infarction; qRT-PCR, quantitative reverse transcription polymerase chain reaction; MeRIP-qRT-PCR, MeRIP-quantitative real-time PCR; CCK-8, cell counting kit-8; EdU, 5-ethynyl-20-deoxyuridine.

#### 2.2.1 Methylated RNA Immunoprecipitation Sequencing

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, Santa Clara, CA) with RIN number >7.0 and confirmed by electrophoresis with denaturing agarose gel. Afterward, Epicentre Ribo-Zero Gold Kit (Illumina, San Diego, CA) was used to deplete ribosomal RNA (rRNA) from total RNA. The ribosomal-depleted RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (New England Biolabs, Ipswich, MA). Then the cleaved RNA fragments were incubated with m^6^A-specific antibody (Synaptic Systems, Walldorf, BW, DE) in immunoprecipitation (IP) buffer (50 mM Tris-HCl, 750 mM NaCl, and 0.5% Igepal CA-630). Subsequently, the IP RNA was reverse transcribed to create cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, Waltham, CA). Eluted fragments containing m^6^A and untreated input control fragments were converted to construct the strand-specific cDNA library by dUTP method (Dominissini et al., 2013). The average insert size of the final cDNA library was 300 ± 50 bp. We finally performed 2 × 150 bp paired-end sequencing (PE150) with an illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) (Meng et al., 2014; Li M. et al., 2019).

#### 2.2.2 RNA-Seq

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA). For RNA-seq analysis, rRNA was depleted, according to the protocol of the Epicentre Ribo-Zero Gold Kit (Illumina, San Diego, CA). Subsequently, the ribosomal-depleted RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (New England Biolabs, Ipswich, MA). The fragments were converted to construct the strand-specific cDNA library with dUTP method and were sequenced by illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) (Wang Q. et al., 2020).

#### 2.2.3 Bioinformatic Analysis

Fastp software was used to remove the reads containing adaptor contamination, low quality bases, and undetermined bases with default parameters (Chen et al., 2018). Then sequence quality of IP and input samples were verified with fastp. HISAT2 were used to map reads to the reference genomeRattus norvegicus (Version 101) (Kim et al., 2015). Mapped reads of IP and input libraries were then provided with “exomePeak” package (Meng et al., 2014). m^6^A peaks from the corresponding libraries were visualized with IGV software (Broad Institute, Cambridge, MA) (Thorvaldsdóttir et al., 2013). MEME and HOMER software were used for *de novo* and known motif findings followed by localization of the motif with respect to peak summit (Bailey et al., 2009). The information of m^6^A peaks was obtained by intersection with gene architecture using “ChIPseeker” package (Yu et al., 2015). Then StringTie was used to obtain expression for all mRNAs from input libraries by calculating Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) (Pertea et al., 2015). The differentially expressed mRNAs were selected with |log2FC|>1 and *p* value < 0.05 by “edgeR” package (Robinson et al., 2010).

### 2.3 Validation

Expression of top 10 hypermethylated and downregulated mRNAs was first validated with qRT-PCR testing. Subsequently, the m^6^A RNA methylation level was measured in histological and cellular level. qRT-PCR and Western blot were performed to verify the expression of genes and corresponding proteins. MeRIP-quantitative real-time PCR was performed to measure m^6^A methylation level of hub genes. Flow cytometry and Tunel assay were carried out to assess the apoptosis level. Cell counting kit-8 (CCK-8), 5-ethynyl-20-deoxyuridine (EdU), and tube formation assay were performed to test cell proliferation and tube formation ability.

#### 2.3.1 Quantification of Total m^6^A Methylation Level

m^6^A RNA methylation level was detected using the EpiQuik™ m^6^A RNA Methylation Quantification kit (Epigentek, New York, NY) according to the manufacturer’s protocol (Liu et al., 2020). Briefly, a negative control and a standard curve consisting of six different concentrations (ranged from 0.02 to 1 ng of m^6^A) were prepared. There was 200 ng of total RNA used for each reaction. After RNA binding to the 96-well plates, diluted capture anti-m^6^A antibodies were added, then 100 µl of developer solution to each well, and incubated at room temperature for 10 min without light. There was 100 µl of stop solution added afterward to each well to stop enzyme reaction. The optical density at 450 nm was measured using a microplate reader (Thermo Fisher Scientific, Waltham, CA). Percentage of m^6^A within the total RNA was calculated (Dang et al., 2020; Liu et al., 2020).

#### 2.3.2 Screening Strategy for Angiogenesis and Apoptosis Related Genes

We first obtained m^6^A methylation regulated hub genes by qRT-PCR, then, the hub genes were interacted with genes related to angiogenesis and apoptosis in the GeneCards. Results were visualized by Venn diagram (Liang et al., 2019).

#### 2.3.3 MeRIP-Quantitative Real-Time PCR

RNA sample from myocardial tissue and H9c2 cells was fragmented (300 nt) after incubation with fragmentation buffer at 94°C for 4 min. A total of 5% of fragmented RNA was saved as input control. The procedure of m^6^A-IP sample preparation was similar to that of MeRIP-seq (Deng et al., 2021). Finally, both input control and m^6^A-IP samples were subjected to qRT-PCR with gene-specific primers listed in Supplementary Table S1.

#### 2.3.4 qRT-PCR

Total RNA was extracted from cells and myocardial tissues and complementary DNA (cDNA) was synthesized using total RNA with the PrimeScript™ RT reagent kit with gDNA Eraser (TaKaRa, Kusatsu, Japan) according to the manufacturer’s instructions. qRT-PCR was performed with the Pro-17 Steponeplus system (Applied Biosystems, Carlsbad, CA) (Saeidi et al., 2018). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as internal control to normalize the expression of genes. There are 25 pairs of primer listed in Supplementary Table S2. Relative expression of differentially expressed genes were analyzed with the 2^−△△CT^ method (Jozefczuk and Adjaye, 2011).

#### 2.3.5 Western Blot Analysis

H9c2 cells and HUVECs were lysed using RIPA lysis buffer (Beyotime, Shanghai, China). Protein concentration was determined using the BCA Protein Assay kit (New Cell and Molecular Biotech, Suzhou, China). Specifically, the corresponding protein was separated with 7.5 and 10% SDS-PAGE and transferred to polyvinylidene difluoride membranes. Afterward, the membranes were blocked with 5% skim milk for 2 h in room temperature (Qiu et al., 2020). They were incubated with primary antibodies against GAPDH (Proteintech, Wuhan, China); Tet1 (Signalway Antibody, College Park, MD); Hadh (Signalway Antibody, College Park, MD); Kcnn1 (Signalway Antibody, College Park, MD); Caspase3 (Proteintech, Wuhan, China); and Cleavd-caspase3 (Cell Signaling Technology, Danvers, MA); bcl-2 (Abcam, Cambridge, MA); Bax (Abcam, Cambridge, MA); HIF-1α (Abcam, Cambridge, MA); and Mettl3 (Proteintech, Wuhan, China) overnight at 4°C. Then, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (Abcam, Cambridge, MA) for 1 h. The bands were analyzed with chemiluminescence Western blotting detection system (Tanon, Shanghai, China) (Gu et al., 2018; Ren et al., 2018; Li X. et al., 2020).

#### 2.3.6 Flow Cytometry

Annexin V-Fluorescein isothiocyanate (FITC) and propidium iodide (PI) staining kit (Vazyme, Nanjing, China) were used to identify apoptotic H9c2 cells. Flow cytometry analysis was performed through Cytoflex (Beckman Coulter, Brea, CA) and data was analyzed using FlowJo software (Tree Star, SanCarlos, CA). The second quadrant (FITC+/PI+) showed the late apoptotic cells and the fourth quadrant (FITC+/PI-) presented the early apoptotic cells (Luo et al., 2019; Zhang et al., 2019; Wei J. et al., 2020; Li Y. et al., 2020).

#### 2.3.7 Tunel Analysis

TUNEL BrightGreen Apoptosis Detection kit (Vazyme, Nanjing, China) was used for Tunel staining based on the manufacturer’s instructions. Briefly, the H9c2 was fixed in 4% PFA at 4°C for 25 min. Then the cells were incubated with Proteinase K (20 μg/ml) for 5 min. After incubation with 1×equilibration buffer for 30 min, the cells were treated with BrightGreen Labeling Mix and Recombinant TdT Enzyme for 1 h at 37°C. The nucleus was stained with DAPI (2 μg/ml) away from light for 10 min (Shi et al., 2021). The Tunel staining images were photographed with a fluorescence microscope (Bio-tek, Winusky, VT) (Zhang et al., 2016; Li T. et al., 2019; Luo et al., 2019; Sharma et al., 2021).

#### 2.3.8 Cell Counting Kit-8

Cell suspension with a concentration of 5×10^3^ each well was digested with trypsin and inoculated into a 96-well plate with 100 μL per well (Yu et al., 2021). After conventional culture for 24, 48, and 72 h, 10 μl CCK-8 solution (MedChemExpress, Shanghai, China) was added to each well and incubated for another 2 h. The absorbance value at 450 nm was finally measured by enzyme labeling instrument (Chen et al., 2019; Chen and Ling, 2019; Li X. et al., 2020; Zhou et al., 2020; Sun et al., 2021).

#### 2.3.9 EdU Assay

EdU incorporation assay kit (Ribobio, Guangzhou, China) was used for the measurement of cell proliferation (Liu et al., 2018). The cell suspension with a concentration of 8×10^3^ each well was digested with trypsin and inoculated into a 96-well plate with 100 μl per well, followed by the addition of 50 μM EdU diluent. After 2 h, cells were fixed in 4% paraformaldehyde, cultivated with 100 μl of 0.5% Triton X-100 and mixed with 100 μL of 1×Apollo^®^ 567 fluorescent staining solution (Xu et al., 2019). The cell nucleus was finally subjected to DAPI staining in a dark environment. Images were finally obtained from Cytation1 (Bio-tek, Winusky, VT).

#### 2.3.10 Tube Formation Assay

Matrigel (BD Biosciences, Franklin Lake, NJ) was used for tube formation assay to assess the tube-forming ability of HUVECs (Cheng et al., 2017). Briefly, it was dissolved at 4°C overnight, and each well of the 96-well plate was then coated with 50 μl of Matrigel. The plate was then left to polymerize at 37°C for 1 h incubation. The HUVECs (2×10^4^ cells/100 μl) were then seeded into each well. After 6 h of incubation at 37°C, tube formation was photographed at ×50 magnification. Tube formations were calculated with the number of branches using ImageJ software (National Institutes of Health, Bethesda, MD) (Li et al., 2017; Hanlon et al., 2019).

### 2.4 Statistical Analysis

Data were presented as mean with standard deviation. Results of qRT-PCT, MeRIP-qRT-PCR, total m^6^A methylation level, tube formation assay, and flow cytometry were analyzed with Student’s t-test. CCK-8 assay data across 24, 48, and 72 h was analyzed with two-way analysis of variance (ANOVA). Statistical significance was considered with *p* value less than 0.05. All analyses were performed using SPSS 22.0 (International Business Machines Corporation, Armonk, NY) and GraphPad Prism 9 (GraphPad, San Diego, CA).

## 3 Results

### 3.1 Overview of Methylated RNA Immunoprecipitation Sequencing

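Methylated RNA immunoprecipitation sequencing (MeRIP-seq) compares RNA fragments captured by an antibody against m6A (IP library) with the fragments before capture (input library), and a region enriched in the IP library is called an m6A peak. Myocardial samples came from male Sprague-Dawley rats aged 10 weeks. In the MI group the left anterior descending coronary artery was tied off and the infarcted tissue was taken, and in the sham operated (SO) group the thread was passed without tying and the same region was taken. An IP and an input library were made from each of 3 samples per group, which gave 12 libraries, and the input libraries also served as the RNA-seq data. The paper's methods describe removal of ribosomal RNA before fragmentation, whereas the sample labels describe selection of polyadenylated RNA. Which of them was used affects how well transcripts without a poly(A) tail were captured. The deposited values hold no read counts and whole reads could not be recovered from them, so the depth is the paper's. The paper's Table S4 gives 65695331 to 79229440 mapped reads for the 3 SO input libraries (median 69679791) and 77081124 to 82711003 for the 3 MI input libraries (median 80315140). The same table gives 71274457 to 75531179 mapped reads for the SO IP libraries (median 75280801) and 79228601 to 83038165 for the MI IP libraries (median 79329134). The authors trimmed the reads with fastp, aligned them with HISAT2 to the rat genome they call Version 101, and called peaks with exomePeak from all libraries of a group together. This gave 1 peak list for the SO group and 1 for the MI group, each with a fold enrichment of IP over input per peak. The authors' comparison of MI with SO gave 1 log2FC and 1 p-value per peak. No peak value belongs to a single rat, so differences between peaks carry no replicate error. StringTie gave fragments per kilobase of exon model scaled to the number of mapped fragments (FPKM) per gene for the 6 input libraries. From there, log2(FPKM + 0.1) was compared between the 3 MI and the 3 SO input libraries with limma (two-sided, Benjamini-Hochberg adjustment) over the 17375 genes with a mean FPKM of at least 0.1. The paper used edgeR, which needs read counts. A log2FC on this scale understates the change of weakly expressed genes. An exact permutation test of 3 against 3 samples cannot give a p below 0.1, so single genes are given with the fitted error and with whether the 2 groups overlap. Across genes, Pearson's r of log2(FPKM + 0.1) was 0.945 to 0.965 between samples of the same group and 0.893 to 0.934 between samples of different groups. The first principal component held 54.7% of the variance and separated the SO from the MI samples.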

In the MeRIP-seq library, on average 86,616,150 and 90,985,883 valid reads were obtained in two groups of myocardial samples, while 81,704,807 and 90,279,353 valid reads were obtained in the RNA-seq library (Supplementary Table S3). In myocardial IP samples, the average mapping ratios of valid reads in the SO and the MI groups were 90.79 and 91.50%, respectively. The average mapping ratios of valid reads were 92.53 and 91.78% in the input samples (Supplementary Table S4). The valid data that mapped to the reference genome can be defined as the alignment to exon, intron, and intergenic according to the regional information. The average ratios of IP and input samples to exons were 67.91 and 55.20% in the SO group while 68.34 and 52.29% in the MI group, respectively (Supplementary Figure S1).

### 3.2 Mettl3 Induced Upregulation of m^6^A Methylation Level in Myocardial Tissue, H9c2 Cells, and HUVECs

Upregulation of Mettl3 was first observed *in vivo* (rat MI model) and *in vitro* (hypoxic H9c2 cells and HUVECs), followed by upregulation of m^6^A methylation level (Figures 2A,B). Through the analysis of MeRIP-seq, we identified 17,627 distinct m^6^A peaks in 9889 mRNAs in the SO samples and 16,933 distinct m^6^A peaks in 9764 mRNAs in the MI samples (Figure 2C). 

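The authors' deposited peak list of the SO group held 18312 peaks, of which 17627 lay in protein-coding transcripts, and that of the MI group held 17632, of which 16933 lay in protein-coding transcripts. Of the genes with peaks, 9037 had peaks in both groups, 852 in the SO group only and 727 in the MI group only. A peak of the MI group overlapped 15410 of the 18312 SO peaks (84.2%) by at least 1 bp in the same gene. When the overlap had to cover at least 50% of both peaks, 12300 SO peaks had a counterpart. Peaks of the MI list overlapped SO peaks at a similar rate (15306 peaks, 86.8%). The fold enrichment in these lists is the authors' own value for the peak. Its median was 6.14 in the SO peaks with a counterpart and 2.28 in those without one, and 6.28 and 3.72 in the corresponding MI peaks, so peaks without a counterpart were weaker in both lists. An FDR of 0.05 or more was attached to 308 SO peaks and 255 MI peaks. With 1 list per group, a gene listed in only 1 group cannot be set against the spread between rats. Keeping only peaks with a fold enrichment of at least 2 moved the numbers of peaks most and left 15376 SO and 15153 MI peaks in protein-coding transcripts.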

There were 567 significantly variated peaks identified, in which 276 peaks were upregulated and 291 were downregulated (Figure 2D). 

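The authors' deposited table of the comparison between the groups listed 5226 peaks. In the authors' deposited table, 276 peaks had a log2FC over 1 and 291 a log2FC under -1 with an unadjusted p-value below the study's threshold, and 259 and 275 of them lay in protein-coding transcripts. Over all peaks of the authors' deposited table, the median log2FC was -0.17 and 48.1% of the values were above 0. Of the 276 hypermethylated peaks of the authors' deposited table, 130 overlapped peaks of both groups, 119 a peak of the MI group only and 27 no peak of either list. Of the 291 hypomethylated peaks in the authors' deposited table, 124 overlapped peaks of both groups, 131 a peak of the SO group only, 2 a peak of the MI group only and 34 no listed peak. The count depended most on the size of change required: with |log2FC| over 0.58 the authors' deposited table gave 726 hypermethylated and 769 hypomethylated peaks. With the authors' FDR under 0.05 in place of the unadjusted p-value, the authors' deposited table kept 206 hypermethylated and 193 hypomethylated peaks. The genes of these peaks were weakly expressed, with a median FPKM of 2.31 over the input libraries for the peaks past the threshold and of 7.61 for the other peaks.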

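Among protein-coding transcripts, the largest rise in the authors' deposited table was in the 3′UTR of Bach1 (ENSRNOG00000001582, chromosome 11, 27397948 to 27398514), with a log2FC of 8.96. A rise of 8.32 followed in the authors' deposited table for the 3′UTR of Rrn3 (ENSRNOG00000003326, chromosome 10, 3213487 to 3213996). Between them stood an exon of the noncoding RNA AC141521 (ENSRNOG00000053147, chromosome 20, 5780429 to 5782878), with a log2FC of 8.68 in the authors' deposited table. The largest falls in the authors' deposited table were in the 5′UTR of Tap2 (ENSRNOG00000000455, chromosome 20, 3995544 to 3996581, log2FC -9.94) and in the 5′UTR of Nfat5 (ENSRNOG00000011879, chromosome 19, 38533016 to 38533316, log2FC -9.69). The fall of Sp3 (ENSRNOG00000060479, chromosome 3, 59646075 to 59646253, exon 6) was -9.63 in the authors' deposited table. Of the 20 peaks of Table 1, 17 had an FDR under 0.05 in the authors' deposited table, and the peak of Scart1 had an unadjusted p-value of 0.0724. The group lists showed few of these peaks. Of the 10 hypermethylated peaks, 3 overlapped a peak of the MI group only, and 7 overlapped a peak of neither group. Of the 10 hypomethylated peaks, that of Sp3 overlapped a peak of the SO group only, with a fold enrichment of 155. The peak of Cd248 overlapped peaks of both groups, and the other 8 overlapped none. For Cd248 the fold enrichment was 462 in the SO group (220354160 to 220354548) and 5.74 in the MI group (220353535 to 220353594). These are separate sites, so the values do not compare the same site. No value per rat stands behind any of these 20 differences.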

The top 20 differentially m^6^A methylated peaks are shown in Table 1. We analyzed the distribution patterns of differentially m^6^A methylated peaks. 

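Over all 18312 peaks of the SO group, 45.5% were annotated to the 3′UTR (95% Wilson confidence interval 44.8 to 46.3%), 16.4% to the 5′UTR (15.8 to 16.9%) and 38.1% to other exons (37.4 to 38.8%). In the MI group, the 17632 peaks lay in the 3′UTR in 47.6% (46.9 to 48.4%), in the 5′UTR in 14.9% (14.4 to 15.4%) and in other exons in 37.5% (36.7 to 38.2%). The intervals of the 2 groups did not overlap for either UTR, although they cover only the counting of peaks and not the spread between rats. In the authors' deposited table of differences, the shares over the 5226 peaks were 45.5% in the 3′UTR and 17.9% in the 5′UTR. For the 567 peaks past the threshold of the authors' deposited table, the share in the 3′UTR was 39.7% (35.7 to 43.8%), below that of either group list, and the share in the 5′UTR was 18.5% (15.5 to 21.9%). The shares shifted most when peaks were limited to an FDR under 0.001, where the 3′UTR held 47.7% of the SO peaks and 49.6% of the MI peaks.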

A total of 45.54% of the m^6^A methylated peaks harbored in the 3′UTR and 16.36% enriched in the 5′UTR (Figure 2E). All differentially m^6^A methylated peaks within mRNAs were mapped to chromosomes (Figure 2F). 

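Counted over the protein-coding peaks of the authors' deposited table of differences, chromosome 1 held 647 peaks, chromosome 10 held 436, chromosome 3 held 363, chromosome 5 held 328 and chromosome 7 held 324. Chromosome 2 came next in the authors' deposited table with 317 peaks. Chromosomes 12 and 13 held 176 and 170 peaks of the authors' deposited table and stood at ranks 11 and 12. Chromosome 11, with 130 peaks of the authors' deposited table, stood at rank 20. The order was much the same in the lists of the groups, where chromosome 1 held 2198 SO and 2089 MI peaks and chromosome 10 held 1440 and 1391. Limited to peaks past |log2FC| over 1 with an unadjusted p-value under 0.05, the authors' deposited table had 72 peaks on chromosome 1 and 48 on chromosome 10.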

The top five chromosomes harboring the most m^6^A peaks were listed as follows: chr1 (646), chr10 (436), chr11 (130), chr12 (176), and chr13 (170). Finally, we conducted motif prediction for samples and demonstrated the predicted motif in Figure 2G.

**FIGURE 2:**
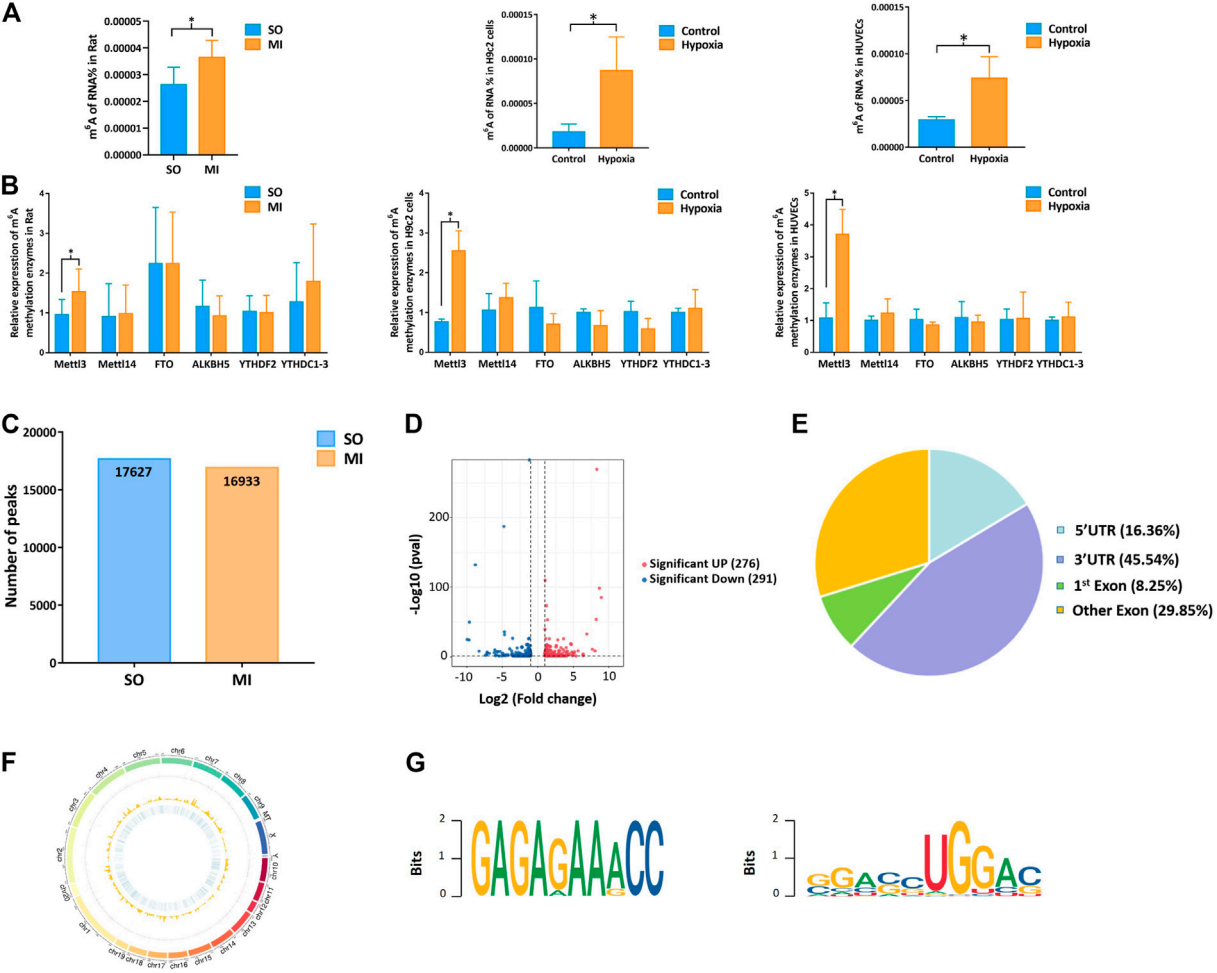
Mettl3 induced upregulation of m^6^A methylation level in myocardial tissue, H9c2 cells, and HUVECs. **(A)** m^6^A methylation level of MI rat and hypoxic cells; **(B)** expression of m^6^A methylation enzymes in myocardial tissue samples and cells by qRT-PCR; **(C)** number of peaks in the SO and MI group; **(D)** volcano plots for differentially methylated m^6^A peaks; **(E)** distribution of differentially methylated m^6^A peaks in the SO and MI group; **(F)** distribution patterns of differentially m^6^A methylated peaks on chromosomes; **(G)** sequence motif for the m^6^A peak regions. UTR, untranslated region; Exon, expressed region; SO, sham operated; MI, myocardial infarction. *p < 0.05.

**TABLE 1:** Top 20 differentially methylated mRNAs

mRNA	Chromosome	Peak region	Peak start	Peak end	*p*-value	Log2FC	Up/Down
Bach1	chr11	3′ UTR	27,397,948	27,398,514	6.30E-86	8.96	Up
Rrn3	chr10	3′ UTR	3,213,487	3,213,996	9.99E-270	8.32	Up
Senp5	chr11	Exon	72,064,886	72,067,150	2.45E-09	8.06	Up
LOC100910130	X	Exon	156,395,518	156,397,956	1.00E-11	7.68	Up
Hnrnph3	chr20	Exon	27,176,410	27,177,224	1.26E-33	6.91	Up
Gspt1	chr10	Exon	4,412,071	4,426,636	8.50E-03	6.39	Up
Bdkrb1	chr6	3′ UTR	129,439,859	129,440,455	1.20E-04	6.38	Up
Scart1	chr1	Exon	212,701,635	212,704,224	7.20E-02	5.70	Up
Natd1	chr10	5′ UTR	45,065,415	45,071,643	2.90E-02	5.39	Up
Gata6	chr18	Exon	2,417,213	2,417,483	6.46E-08	5.18	Up
Tap2	chr20	5′ UTR	3,995,544	3,996,581	7.94E-26	−9.94	Down
Nfat5	chr19	5′ UTR	38,533,016	38,533,316	3.98E-25	−9.69	Down
Sp3	chr3	Exon	59,646,075	59,646,253	1.25E-50	−9.63	Down
Cd248	chr1	Exon	220,353,416	220,354,637	1.26E-50	−8.79	Down
AABR07048992	chr5	5′ UTR	99,032,868	99,033,107	1.00E-132	−8.25	Down
Nfs1	chr3	5′ UTR	151,687,398	151,688,149	6.76E-09	−7.34	Down
Rpusd2	chr3	Exon	110,836,072	110,836,252	2.18E-04	−7.17	Down
Ranbp2	chr20	Exon	28,047,206	28,047,481	9.77E-06	−6.81	Down
Capns1	chr1	Exon	91,063,753	91,063,928	6.30E-11	−6.04	Down
Raver2	chr5	Exon	119,938,132	119,938,341	1.50E-02	−5.95	Down

FC, fold change.

### 3.3 Hub mRNAs Associated with Angiogenesis and Apoptosis

Based on the results of RNA-seq, 576 mRNAs were significantly upregulated, and 78 mRNAs were downregulated. 

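In the 6 input libraries, 2098 genes were higher and 542 lower in the MI group at |log2FC| over 1 and an unadjusted p-value under 0.05. With Benjamini-Hochberg adjusted p-values from limma, 1771 genes were higher and 431 lower, so that 80.4% of the changed genes were upregulated. Both scalings of the libraries moved this share. After quantile normalization, 1150 higher and 788 lower genes (59.3% higher) were past the adjusted threshold. After median centring, 1319 higher and 786 lower genes (62.7% higher) were past it. The median log2FC of all genes was 0.16, and it was -0.06 after quantile normalization. With a pseudocount of 1, the alternative that lowered the number of upregulated genes most, 1010 genes were higher and 244 lower with adjusted p-values. With each sample left out in turn, the adjusted counts were 1265 to 1925 higher and 297 to 607 lower genes. Of the 17375 genes, 49.5% had no overlap between the 3 SO and the 3 MI values, against 10% by chance. The largest rise among genes past the adjusted threshold with a mean FPKM of at least 1 and no overlap was that of Gm47305 (ENSRNOG00000048912, chromosome 6, 91680317 to 91680386), from an FPKM of 0.112 ± 0.110 in SO to 476 ± 236 in MI (SD, n = 3), a log2FC of 11.09 (standard error 0.52). This gene of 70 bp lies within a Metazoa_SRP gene on the same strand, so the 2 genes may share reads. Ccn5 (ENSRNOG00000010666, chromosome 3, 160207913 to 160219331) rose from 0.593 ± 0.211 to 86.1 ± 15.9 (SD, n = 3), a log2FC of 6.99 (standard error 0.24). Cfb (ENSRNOG00000051158, chromosome 20, 4536212 to 4542073) was listed at 0 in every SO library and at an FPKM of 24.0, 3.24 and 18.4 in the MI libraries, and it overlaps a longer gene of the same name. Acan (ENSRNOG00000028992, chromosome 1, 140762758 to 140824441) was likewise listed at 0 in every SO library, against 8.34, 4.76 and 10.2 in MI. The largest fall was that of a mitochondrial gene named AY172581 (ENSRNOG00000033545, 3761 to 3831), a name shared by 23 genes of the table, with an FPKM of 11.9, 11.1 and 11.2 in SO and 4.34, 0 and 0 in MI. An unnamed gene on chromosome 1 (ENSRNOG00000052375, 35752471 to 35752597) changed by -3.55, Hbb by -3.17, LOC100134871 by -3.09 and Moap1 by -3.03. Gm47305, AY172581 and the unnamed gene (70, 71 and 127 bp) are shorter than the average insert size of the libraries given in the paper. A fragment of that size cannot lie within them, so their values are uncertain. Hbb and LOC100134871 are globin genes with near copies, LOC100134871 overlaps another globin gene, and Moap1 overlaps Gon7. The adjusted p-value of each of AY172581, Hbb, LOC100134871 and Moap1 rose above 0.05 in several of the fits that left out 1 sample.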

The top 20 differentially expressed mRNAs are listed in Table 2. 

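Of the 20 genes of Table 2, the 10 upregulated ones were all higher in every MI sample than in every SO sample and had adjusted p-values under 0.05 (limma). Of the 10 downregulated ones, 5 had an unadjusted p-value under 0.05, 4 an adjusted one, and 3 had no overlap between the groups. Sec14l5 (ENSRNOG00000002917, chromosome 10, 10591251 to 10629735) had an FPKM of 1.19, 1.80 and 1.83 in SO and of 0.149, 0.217 and 0.111 in MI, a log2FC of -2.72 (standard error 0.31, limma with Benjamini-Hochberg adjusted p = 0.00196). The other downregulated genes with small unadjusted p-values were AABR07069186, Gzmc, Pdzk1 and Alas2, of which Pdzk1 did not pass adjustment. AABR07069186, Gzmc and Alas2 lost their adjusted call in at least 1 of the fits that left out 1 sample, where the adjusted p-value from limma reached 0.141, 0.0929 and 0.0782. A single library decided several of the falls. Fam111a (ENSRNOG00000012067, chromosome 1, 229003961 to 229019527) had an FPKM of 43.8, 0.374 and 46.6 in SO and 1.18, 0.561 and 1.19 in MI. Its log2FC was -3.27 with all samples (limma, Benjamini-Hochberg adjusted p = 0.185) and -5.46 without SO replicate 2 (limma, adjusted p = 0.00401). Ptprh, Gp6 and Klk12 were listed at 0 in SO replicate 2, and their log2FC of -1.76, -1.51 and -1.90 became -2.66, -2.37 and -3.18 without that sample. The 7SK gene of Table 2 (ENSRNOG00000053752, chromosome 17, 90799609 to 90799914), a name shared by many genes of the table, had an FPKM of 28.6, 1302 and 450.2 in SO and at most 55.2 in MI, and its log2FC of -2.86 became -4.43 without SO replicate 1. Leaving out another SO sample made these falls smaller. The log2FC was -1.68 for 7SK without SO replicate 2, and -0.96 for Klk12 and -2.15 for Fam111a without SO replicate 3. Without SO replicate 1 it was -1.44 for Ptprh and -1.22 for Gp6.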

Volcano plots and heatmap plots of differentially expressed mRNAs are shown in Figures 3A,B. Combined analysis of m^6^A methylation and mRNAs expression levels was performed according to the following thresholds: |log2FC|>1, *p* < 0.05 for m^6^A methylation and |log2FC|>0.5, *p* < 0.05 for mRNAs expression. As a result, we obtained 377 mRNAs where their m^6^A peaks and mRNA expression both changed significantly. 

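At the study's thresholds for the combined analysis, 217 distinct genes had both a peak past |log2FC| over 1 in the authors' deposited table and an expression |log2FC| over 0.5 with an unadjusted p-value under 0.05 in limma. Requiring an expression |log2FC| over 1 changed this number most, to 138 genes, and an adjusted p-value for expression gave 178. Across the 5004 peaks of the authors' deposited table whose gene was in the fit, Spearman's rho between the log2FC of methylation and that of expression was 0.10 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). It was 0.12 over the 3789 peaks of the authors' deposited table with a p-value under 0.05 and 0.10 with 1 peak per gene. These correlations are across peaks, which are not independent replicates, and both log2FC share the same input libraries.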

The relationships between m^6^A methylation and mRNAs expression are shown in the four-quadrant graph and Venn diagram (Figures 3C,D). Accordingly, there were 124 significantly hypomethylated and upregulated mRNAs, 26 significantly hypermethylated and downregulated mRNAs, 173 significantly hypermethylated and upregulated, and 54 significantly hypomethylated and downregulated mRNAs. 

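The 217 genes fell into 100 hypermethylated and upregulated, 78 hypomethylated and upregulated, 30 hypomethylated and downregulated and 9 hypermethylated and downregulated genes. Among hypomethylated genes, the upregulated and downregulated ones numbered 54 and 45 after quantile normalization and 61 and 44 after median centring, so the excess of upregulated genes there depended on the scaling. The odds of being upregulated were higher for hypermethylated than for hypomethylated genes, with an odds ratio of 4.27 (Fisher's exact test, two-sided, p = 1.79e-04). Genes are not independent replicates, so this p-value describes these libraries. Over all alternatives the odds ratio stayed between 2.18 and 6.35. The number of hypermethylated and downregulated genes depended on the scaling, with 26 after quantile normalization and 23 after median centring, and it was 6 to 14 when each sample was left out in turn, the largest without MI replicate 2. Among the 9 genes were Hadh, Kcnn1, Tet1 and AABR07026929. From this combination the paper treats mRNAs with both changes as regulated by m6A methylation. Its methods carry the top 10 hypermethylated and downregulated ones forward to qRT-PCR. Those that pass are then compared with genes related to angiogenesis and apoptosis.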

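Hadh, Kcnn1, Tet1, Arfgef3, Pwwp3b, Sez6, Psmg3, Ptprz1 and Ank2 are among the hypermethylated and downregulated mRNAs chosen in the paper. In the input libraries each of these had a lower mean FPKM in the MI group, and of these Tet1 alone had overlapping groups. Hadh (ENSRNOG00000010697, chromosome 2, 236353445 to 236395067, minus strand) fell from an FPKM of 249.9 ± 7.21 in SO to 87.1 ± 11.5 in MI (SD, n = 3), a log2FC of -1.53 (standard error 0.12, limma with Benjamini-Hochberg adjusted p = 7.69e-04). With each sample left out in turn, its log2FC stayed between -1.60 and -1.42. Its peak in the 3′UTR was listed in the MI group only (236353445 to 236353889, fold enrichment 4.05), and the authors' deposited table of differences gives a log2FC of 1.06 for 236353593 to 236353830. Kcnn1 (ENSRNOG00000029264, chromosome 16, 20336638 to 20348804, plus strand) fell from 1.70 ± 0.0642 to 0.848 ± 0.253 (SD, n = 3), a log2FC of -0.96 (standard error 0.24, limma with Benjamini-Hochberg adjusted p = 0.0246). The adjusted p-value rose above 0.05 in 5 of the 6 fits that left out 1 sample, up to 0.0784 (limma). The peak of Kcnn1 in exon 1 (20336818 to 20337028) had a log2FC of 1.37 with an FDR of 0.137 in the authors' deposited table, and the larger 3′UTR peak of this gene had a fold enrichment of 22.2 in SO and 24.3 in MI. Tet1 (ENSRNOG00000000277, chromosome 20, 27366213 to 27437427, plus strand) had an FPKM of 4.20 ± 0.772 in SO and 2.94 ± 0.601 in MI (SD, n = 3). The exact permutation test gave p = 0.2, where 0.1 is the smallest it can give. The log2FC of Tet1 was -0.50 (standard error 0.21, limma, unadjusted p = 0.0461, Benjamini-Hochberg adjusted p = 0.107), and it passed adjustment after quantile normalization (-0.80) and median centring (-0.69). With each sample left out in turn, its log2FC ran from -0.66 to -0.37 and its unadjusted limma p-value reached 0.140. It therefore missed the expression threshold of 0.5 in at least 1 of these fits. The peak of Tet1 in exon 1 (27367349 to 27367649) had a log2FC of 1.62 in the authors' deposited table, and a second peak in exon 3 (27409756 to 27410235) had a log2FC of -0.30. Table 3 gives Tet1 chromosome X and a mean FPKM of 0.29 in MI and 0.58 in SO. These match another gene, AABR07040095, and not Tet1 in the deposited values. Among the others named here, the log2FC ran from -0.55 for Ptprz1 to -1.31 for Arfgef3. Arfgef3, Pwwp3b and Ank2 passed adjustment, although Arfgef3 did not without SO replicate 2 and Pwwp3b not in 5 of the 6 fits that left out 1 sample. Psmg3 passed adjustment only under quantile normalization, median centring and without MI replicate 1. Sez6 and Ptprz1, both with a mean FPKM under 1, did not pass either way, except Sez6 without adjustment under quantile normalization, median centring and a replicate block.

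**Figure D1:**
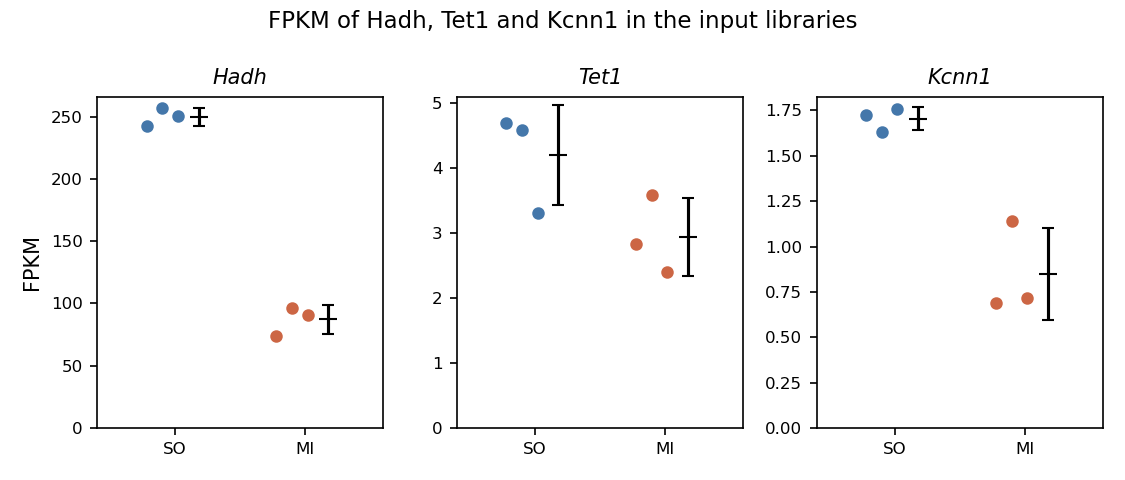
FPKM of Hadh, Tet1 and Kcnn1 in the 3 SO and 3 MI input libraries, each point being 1 library and each bar the group mean with its SD. The groups overlap for Tet1, at 3.31 in SO replicate 3 and 3.58 in MI replicate 2.

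**Figure D2:**
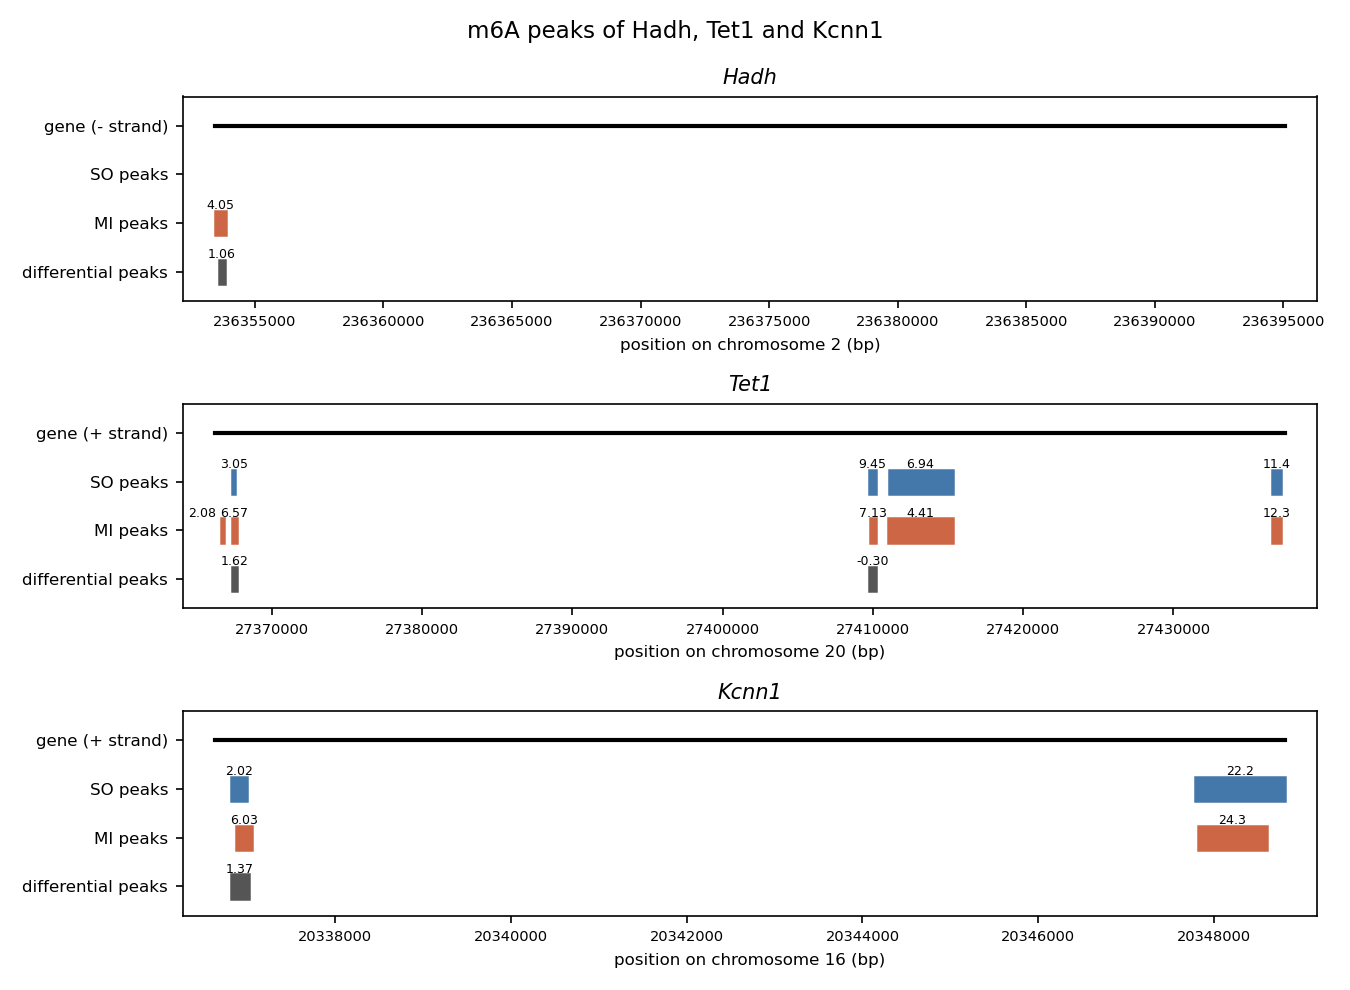
Positions in bp of the m6A peaks of Hadh, Tet1 and Kcnn1 in the SO list, the MI list and the authors' deposited table of differences, below the extent of each gene. Numbers above SO and MI peaks are the fold enrichment of IP over input, and those above differential peaks are the log2FC of MI against SO, such as 1.06 for Hadh.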

The top 10 hypermethylated and downregulated mRNAs are list in Table 3. 

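The direction of expression was the one the tables give for all 30 genes of Supplementary Tables S5 to S7, and none of the 30 had overlapping SO and MI values. The 10 hypermethylated and upregulated genes had a log2FC of 1.26 for Lrrtm3 (ENSRNOG00000026466) to 6.54 for Angptl7 (ENSRNOG00000009589), which lies inside Mtor on the opposite strand and is among the 5 largest rises, and 9 of them had an adjusted p-value under 0.05 in limma, the exception being Lrrtm3. The 10 hypomethylated and downregulated genes changed by -1.20 for Mapk11 (ENSRNOG00000006984) to -2.75 for Ciart (ENSRNOG00000042717, chromosome 2, 197987705 to 197991574), whose FPKM was 8.07 ± 0.761 in SO and 1.16 ± 0.427 in MI (SD, n = 3). The 10 hypomethylated and upregulated genes rose by 1.51 for Tnfrsf8 (ENSRNOG00000016782) to 4.13 for Ccn2 (ENSRNOG00000015036, chromosome 1, 21851660 to 21854773), whose FPKM was 9.00 ± 1.83 in SO and 160.2 ± 38.5 in MI (SD, n = 3). All 20 genes of the last 2 tables passed adjustment. With 1 sample left out, the adjusted limma p-value reached 0.105 for Tnfrsf8, 0.0714 for Col9a2, 0.0575 for Paqr9, 0.0569 for Reep2 and 0.0549 for Papln. Among the hypermethylated and upregulated genes that passed, it reached 0.123 for Scart1 and 0.0956 for Htr2b. The rest of the genes that passed kept their adjusted call in each of these fits. All 30 genes were picked in the paper from the same libraries.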

Meanwhile, we provided the detailed information of the top 10 hypermethylated and upregulated mRNAs, the top 10 hypomethylated and downregulated mRNAs, and the top 10 hypomethylated and upregulated mRNAs in Supplementary Tables S5–S7. Expression of hub mRNAs, including Hadh, Arfgef3, Sez6, Psmg3, Kcnn1, Tet1, Myo1b, Ptprz1, Ank2, and Pwwp3b were compared between the SO and the MI groups by qRT-PCR testing. Among them, the expression of Hadh, Arfgef3, Sez6, Kcnn1, and Tet1 were significantly downregulated in the MI group (Figure 3E). After interaction of the above three hub mRNAs with apoptosis and angiogenesis-related genes in GeneCards, Hadh, Tet1, and Kcnn1 were finally identified to be significantly associated with apoptosis, and Tet1 and Kcnn1 were significantly correlated to angiogenesis (Figure 3F).

**TABLE 2:** Top 20 differentially expressed mRNAs.

mRNA	Chromosome	Gene start	Gene end	*p*-value	Log2FC	Up/Down
Gm47305	chr6	91,680,317	91,680,386	8.33E-67	12.06	Up
Ccn4	chr7	107,695,215	107,723,772	1.10E-23	8.30	Up
Mmp12	chr8	5,606,592	5,616,493	1.27E-15	8.28	Up
Col11a1	chr2	216,863,428	217,056,523	1.12E-57	7.95	Up
Grem1	chr3	105,203,309	105,214,989	1.22E-16	7.65	Up
Comp	chr16	20,798,437	20,807,070	1.57E-68	7.59	Up
Card14	chr10	108,440,950	108,468,310	3.02E-19	7.48	Up
Angptl7	chr5	165,312,130	165,316,652	2.84E-49	7.37	Up
Fam180a	chr4	62,844,971	62,860,446	4.73E-33	7.36	Up
Ccn5	chr3	160,207,913	160,219,331	1.24E-134	7.18	Up
Ptprh	chr1	72,810,545	72,859,161	1.54E-05	−6.83	Down
Fam111a	chr1	229,003,961	229,019,527	3.80E-07	−4.96	Down
Gp6	chr1	73,040,901	73,064,641	2.80E-03	−4.22	Down
7SK	chr17	90,799,609	90,799,914	2.00E-06	−3.90	Down
AABR07069186	chr8	10,985,553	10,988,077	4.10E-04	−3.47	Down
Gzmc	chr15	35,392,162	35,394,792	3.81E-04	−3.41	Down
Sec14l5	chr10	10,591,251	10,629,735	2.36E-13	−3.34	Down
Pdzk1	chr2	198,965,685	198,999,323	5.50E-03	−3.31	Down
Klk12	chr1	99,706,780	99,711,004	3.10E-02	−3.25	Down
Alas2	X	23,167,696	23,187,341	2.90E-04	−3.18	Down

FC, fold change.

**FIGURE 3:**
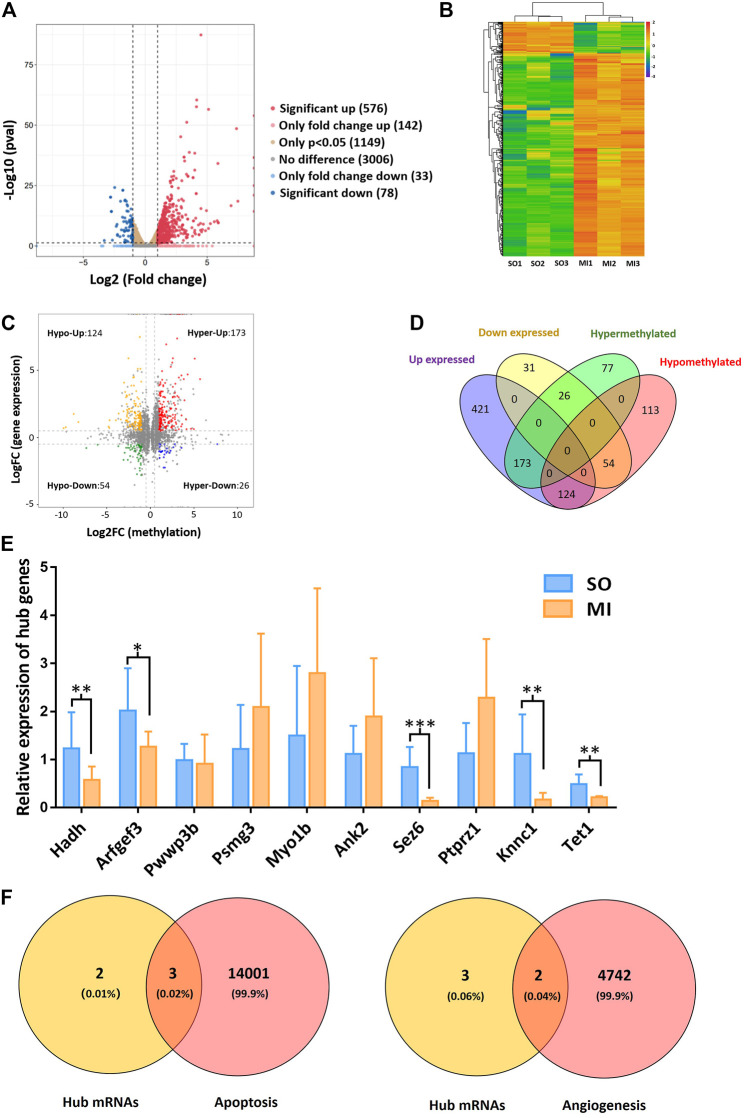
Hub mRNAs associated with angiogenesis and apoptosis. **(A)** Volcano plots for differentially expressed mRNAs; **(B)** heatmap plots for differentially expressed mRNAs; **(C)** four-quadrant graph for m^6^A methylation regulated mRNAs; **(D)** Venn diagram showing the relationships between m^6^A methylation and mRNAs expression; **(E)** validation of the top 10 hypermethylated and downregulated mRNAs in MI rats; **(F)** Venn diagram showing the relationship between hub mRNAs and apoptosis/angiogenesis. Hypo-Up, hypomethylated and upregulated; hyper-Up, hypermethylated and upregulated; Hypo-Down, hypomethylated and downregulated; hyper-Down, hypermethylated and downregulated. SO, sham operated; MI, myocardial infarction. *p < 0.05, **p < 0.01, ***p < 0.001.

**TABLE 3:** Top 10 hypermethylated and downregulated mRNAs.

mRNA	Chromosome	m^6^A regulation	Regulation	FPKM of MI input	FPKM of SO input
Hadh	chr2	Up	Down	87.12	249.88
Arfgef3	chr1	Up	Down	0.40	1.10
Pwwp3b	X	Up	Down	0.53	1.11
Sez6	chr10	Up	Down	0.35	0.71
Psmg3	chr12	Up	Down	1.28	2.62
Kcnn1	chr16	Up	Down	0.85	1.70
Tet1	X	Up	Down	0.29	0.58
Myo1b	chr9	Up	Down	12.53	21.41
Ptprz1	chr4	Up	Down	0.25	0.41
Ank2	chr2	Up	Down	11.74	18.99

FPKM, fragments per kilobase of exon model per million mapped fragments; MI, myocardial infarction; SO, sham operated.

### 3.4 m^6^A Methylation Influenced by Hypoxia in a Time- and Dose-Dependent Pattern

Upon our previous observation, m^6^A methylation level was upregulated by Mettl3 *in vivo* and *in vitro* (Figures 2A,B). We afterward detected upregulated m^6^A methylation level of hub mRNAs with MeRIP-qRT-PCR, which further confirmed our results from transcriptome-wide MeRIP-seq analysis (Figures 4A,B). With the inhibition of Mettl3 in H9c2 cells and HUVECs, downregulated m^6^A methylation level of total RNA and upregulated expression of hub mRNAs were detected (Figures 4C–F). After treating with different oxygen concentration (1% O_2_, 2% O_2_, and 5% O_2_) for 24 h, m^6^A methylation level in H9c2 cells and HUVECs progressively decreased with the increase of oxygen concentration (Figure 4G). Afterward, these cells were treated with different hypoxic duration (12, 24, and 48 h) at 1% of oxygen. m^6^A methylation level in H9c2 cells and HUVECs gradually increased with prolonged hypoxic duration (Figure 4H). Variation of m^6^A methylation in the simulated hypoxic context demonstrated a time- and dose-dependent pattern.

**FIGURE 4:**
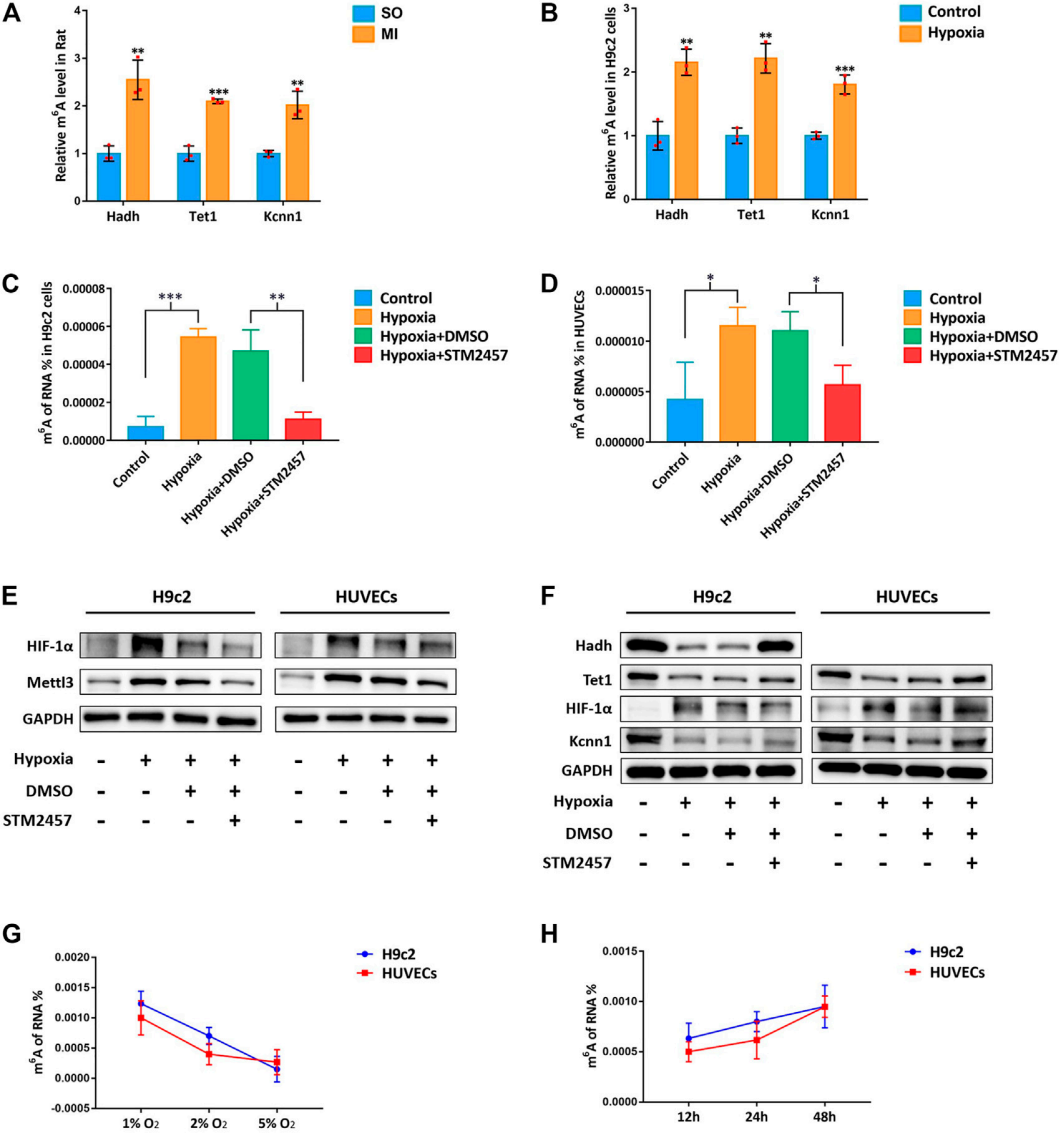
m^6^A methylation influenced by hypoxia in a time- and dose-dependent pattern. **(A)** MeRIP-qRT-PCR validation of hub mRNAs in MI rat; **(B)** MeRIP-qRT-PCR validation of hub mRNAs in H9c2 cells; **(C)** m^6^A methylation levels of H9c2 cells with Mettl3 inhibitor; **(D)** m^6^A methylation levels of HUVECs with Mettl3 inhibitor; **(E)** Mettl3 protein level of H9c2 cells and HUVECs with Mettl3 inhibitor. HIF-1α was used as positive control. GAPDH was used as loading control; **(F)** protein level of hub mRNAs in H9c2 cells and HUVECs with Mettl3 inhibitor; **(G)** m^6^A methylation levels of H9c2 cells and HUVECs with different concentrations of oxygen; **(H)** m^6^A methylation levels of H9c2 cells and HUVECs with different hypoxic duration. SO, sham operated; MI, myocardial infarction; DMSO, dimethyl sulfoxide. *p < 0.05, **p < 0.01, ***p < 0.001. *STM2457 is the inhibitor of Mettl3.

### 3.5 m^6^A Methylation Regulated Hub mRNAs Play a Role on Apoptosis *in vitro*

As presented in Figures 5A,B, Hadh, Tet1, and Kcnn1 were significantly downregulated after hypoxia. The apoptosis rate of cardiomyocytes exposed to hypoxia increased significantly (Figures 5C,D). As compared to the control group, the expressions of cleaved-caspase3 and Bax increased significantly, while the expressions of bcl-2 decreased in the hypoxia group based on Western blot (Figure 5E).

**FIGURE 5:**
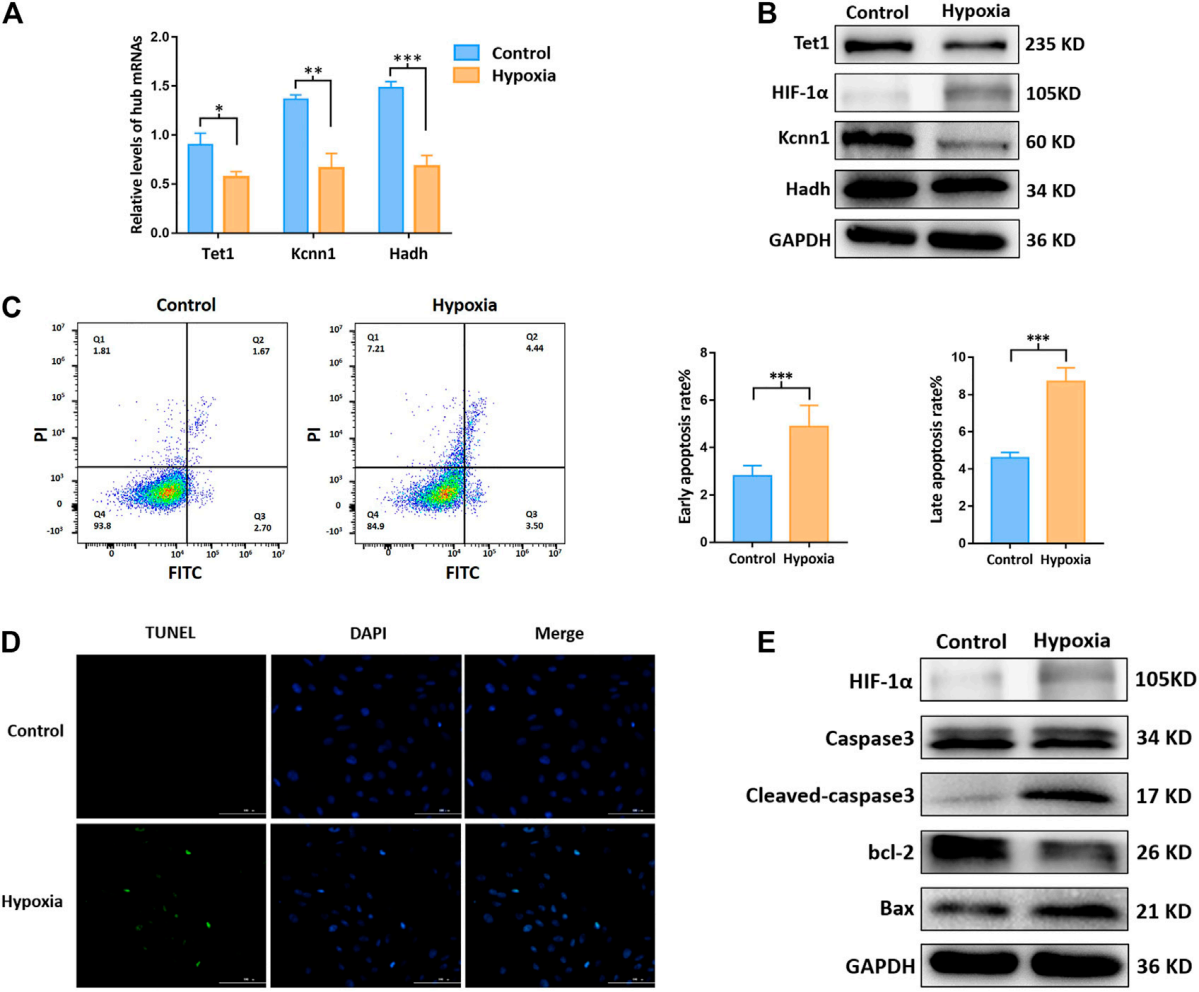
m^6^A methylation regulated hub mRNAs play a role on apoptosis *in vitro*. **(A)** Expression of apoptosis related mRNAs by qRT-PCR; **(B)** protein level of Tet1, Kcnn1, and Hadh by Western blot; **(C)** apoptosis rate by flow cytometry; **(D)** apoptotic status by Tunel staining; **(E)** protein level (Caspase3, cleaved-caspase3, bcl-2, Bax, and HIF-1α) by Western blot. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.6 m^6^A Methylation Regulated Hub mRNAs Play a Role on Angiogenesis *in vitro*

Kcnn1 and Tet1 determined by qRT-PCR and Western blot were significantly decreased in the hypoxia group (Figures 6A,B). The effects of hypoxia on cell proliferation and angiogenesis were revealed by CCK-8, EdU, and tube formation assay. Cell viability and EdU-positive cells were significantly decreased due to hypoxia (Figures 6C,D). All indicators of tube formation ability, including the total branching points, total tube length, and total loops, were markedly decreased in the hypoxia group (Figure 6E).

**FIGURE 6:**
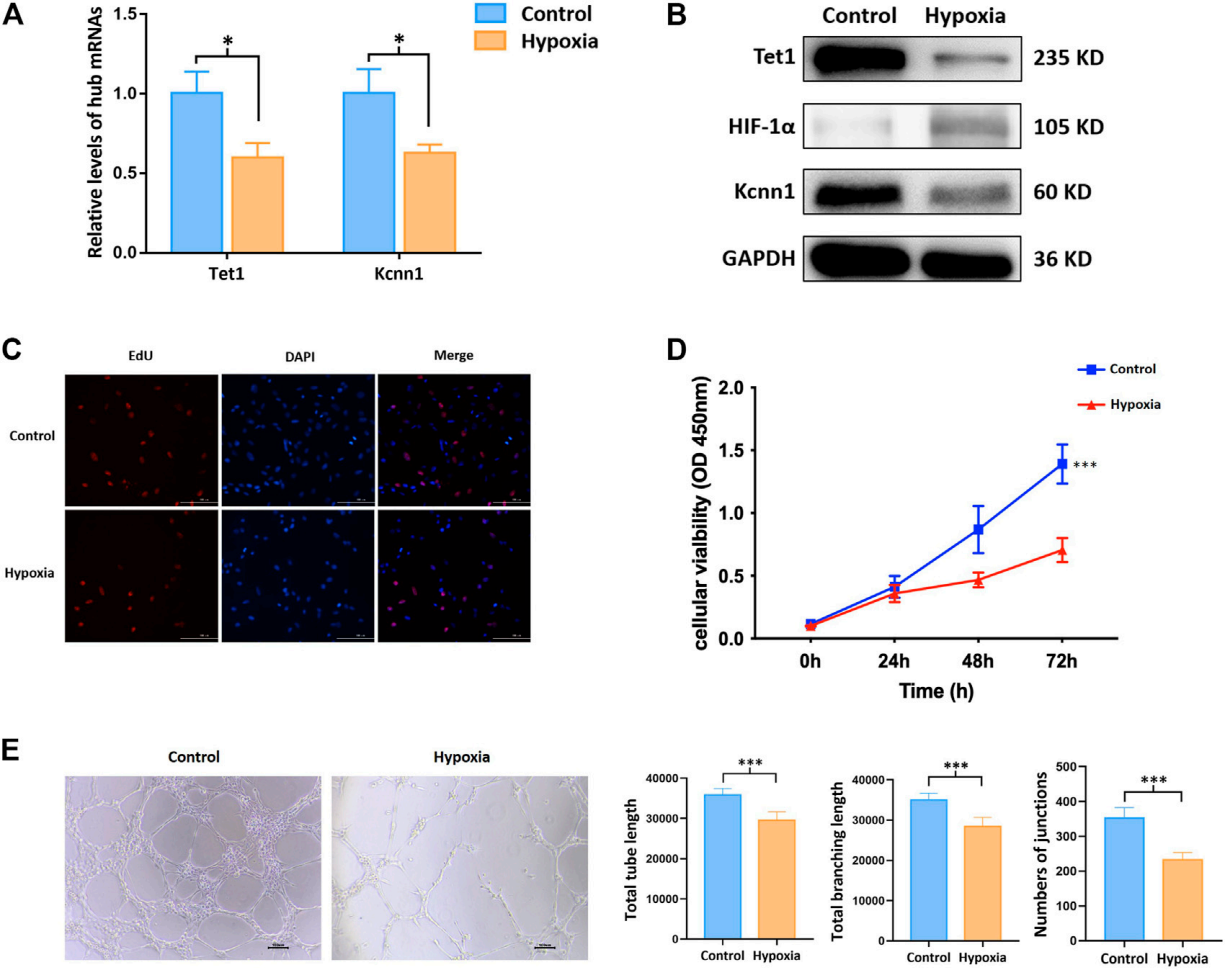
m^6^A methylation regulated hub mRNAs play a role on angiogenesis *in vitro*. **(A)** Expression of angiogenesis related mRNAs by qRT-PCR; **(B)** protein level of Tet1, Kcnn1, and HIF-1α by Western blot; **(C)** cell proliferation by EdU assay; **(D)** cell viability by CCK-8 assay; **(E)** tube formation. *p < 0.05; ***p < 0.001.

## 4 Discussion

DNA methylation and histone modification have been extensively investigated in genetic and cellular biology (Panneerdoss et al., 2018). However, roles of reversible RNA methylation in the cardiovascular field have been under development in recent years (Mongelli et al., 2020). In the hypoxia/reoxygenation-treated cardiomyocytes, low-expression of METTL3 and over-expression of ALKBH5 were observed to inhibit autophagy and apoptosis (Song et al., 2019). In addition, over-expression of ALKBH5 was verified to reduce infarct size, restore cardiac function, and facilitate cardiomyocyte proliferation after MI (Han et al., 2021). These promising results preliminarily revealed the roles of m^6^A methylation on mRNAs in ischemic heart diseases. However, information regarding systematic and comprehensive analysis is limited. In the current study, we observed the overall m^6^A methylation level was significantly upregulated with the upregulation of Mettl3 in MI rat and hypoxic cells. We demonstrated the landscape changes of m^6^A methylation on mRNA regulated apoptosis and angiogenesis in MI. Meanwhile, we explored the impact of oxygen concentration and hypoxic duration on m^6^A methylation. Upon which, several hypermethylated and downregulated mRNAs were successfully identified after MI by combined analysis of MeRIP-seq and RNA-seq. It further provided potential targets for treatment and scientific purposes. However, how and what performance of these m^6^A methylated mRNAs may have on MI need to be further elaborated.

Followed by the newly proposed mechanisms of upstream methylation on mRNA in this research field, the final destination is to compensate or improve the downstream functional impairment launched by MI. According to the literature review, apoptosis plays a role in the process of tissue damage after MI, which appears to have pathological and therapeutic implications (Krijnen et al., 2002). Therefore, the upcoming question in front of us was whether the m^6^A methylated mRNAs would play a role in the regulation of cardiomyocyte apoptosis. In this regard, we interacted our newly identified m^6^A methylated mRNAs and apoptosis related genes in the GeneCards and three of them were correlated to apoptosis (e.g., Tet1, Hadh, and Kcnn1). Over-expression of Tet1 increased cell apoptosis and inhibited cell growth in osteosarcoma cells (Teng et al., 2019). Over-expression of Hadh linked to cell apoptosis in acute myeloid leukemia (Wei L. et al., 2020). However, the relationship between Kcnn1 and apoptosis has not been validated according to previous studies. We afterward validated the m^6^A methylation regulated mRNAs on apoptosis in hypoxic H9c2 cells and found the m^6^A methylation level was upregulated in hypoxic H9c2 cells. Our results of MeRIP-qRT-PCR demonstrated that m^6^A methylation of three hub mRNAs was significantly upregulated, while their expression levels were downregulated in MI rat and hypoxic cells. In addition, inhibition of Mettl3 downregulated the overall m^6^A level and upregulated the expression of Hadh, Tet1, and Kcnn1 in hypoxic H9c2 cells. Apoptosis was accompanied with variations of hub proteins, for instance, decrease of bcl-2 and increase of Bax, Caspase3, and cleaved-caspase3. Taken together, these three hub mRNAs regulated by m^6^A methylation were preliminarily verified to impact the process of cardiomyocyte apoptosis after MI.

As the exacerbation of myocardial injury, it is likely leading to heart failure and sudden death (Zouggari et al., 2013). Early revascularization in the infarcted region is essential for promoting the survival of myocardial cells, reducing infarct size, and improving the prognosis of patients with MI (Keeley et al., 2003; Guo et al., 2017). Upon this perspective, angiogenesis has been reported to be an integral and indispensable part of the myocardial healing process following ischemic events (Cochain et al., 2013). The inhibition of angiogenesis accelerated heart failure in a murine model and various treatments were proposed to ameliorate infarction size, left ventricular remodeling, and cardiac function after MI via promoting angiogenesis in animal models of MI (Shiojima et al., 2005; Zeng et al., 2010; Shindo et al., 2016; Gou et al., 2020). In the past several decades, attentions have been shifted to investigate the mechanical associations between angiogenesis and epigenetics. mRNAs are responsible for protein translation and can directly regulate the synthesis of proteins such as vascular endothelial growth factor in the context of MI. However, the upstream regulation of mRNAs has not been well clarified. In the current study, two m^6^A methylation regulated mRNAs (e.g., Kcnn1 and Tet1) were detected by interaction analysis of five hub mRNAs and angiogenesis-related genes. Kcnn1 is one of the members in the calcium activated potassium channel subfamily. It was previously reported to be associated with the development of atrial fibrillation while its role in angiogenesis in the context of MI has not been reported (Park et al., 2014; Rahm et al., 2021). On the other hand, Tet1, as one of translocation enzymes mediating 5-methylcytosine (5mC) hydroxylation, was reported to participate in the facilitation of DNA demethylation (Gomes et al., 2020). In addition, inhibition of Tet1 expression may contribute to tumor growth and angiogenesis *in vivo* (Si et al., 2019). Upon this condition, we explored the impact of Kcnn1 and Tet1 on angiogenesis in hypoxia-induced HUVECs to further verify their roles after MI. Not surprisingly, in the context of hypermethylated and downregulated Kcnn1 and Tet1, CCK-8, EdU, and tube formation assay potentially indicated that hypoxia inhibits endothelial cell proliferation and angiogenesis. Meanwhile, we found the overall level of m^6^A methylation of total RNA was upregulated in hypoxic endothelial cells. Inhibition of Mettl3 downregulated the overall m^6^A level and upregulated the expression of Tet1 and Kcnn1 in hypoxic HUVECs. These results suggested that m^6^A methylated Kcnn1 and Tet1 may play an essential role in angiogenesis. Further studies to be conducted in knockdown and over-expression models would be helpful to validate the role of m^6^A methylation on mRNAs in the process of angiogenesis.

Similar to other MeRIP-seq and RNA-seq studies, the reproducibility of MeRIP-seq was considered poor. Fortunately, heart tissues of our animal model were consistently collected from similar regions in a standard environment, which guaranteed the homogeneity at the histological level to some extent. In addition, we performed a rescue experiment to verify the reproducibility of our sequencing results. However, it needs to be further verified with well-designed *in vitro* or *in vivo* studies. Finally, our results supplemented information of m^6^A methylated mRNAs in MI, which was conducive to the broadening of research ideas in this direction and provided reference for further studies.

## 5 Conclusion

The overview of upstream epigenetic changes after MI were demonstrated with emphasizing the essential role of m^6^A methylated mRNAs after MI. Five m^6^A methylation regulated mRNAs were newly identified by interaction analysis of MeRIP-seq and RNA-seq. In the context of m^6^A methylation, three of hub mRNAs were validated to impact the process of cardiomyocyte apoptosis and angiogenesis. Our study paved the way for future investigations aiming at exploring the upstream epigenetic mechanisms in the pathogenesis of MI.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE189593.

# Supplementary material for: Validated Impacts of N6-Methyladenosine Methylated mRNAs on Apoptosis and Angiogenesis in Myocardial Infarction Based on MeRIP-Seq Analysis
**Source:** Front Mol Biosci. 2022 Jan 28;8:789923. doi: 10.3389/fmolb.2021.789923

**Supplementary Materials**

**List of content**

**Table S1. Primer sequences of RNAs for MeRIP-qRT-PCR**

**Table S2. Primer sequences of RNAs for qRT-PCR**

**Table S3. Summary of reads quality control**

**Table S4. Summary of reads mapping to the rat reference genome**

**Table S5. Top 10 hypermethylated and upregulated mRNAs**

**Table S6. Top 10 hypomethylated and downregulated mRNAs**

**Table S7. Top 10 hypomethylated and upregulated mRNAs**

**Figure S1. Refer to the genome to compare the regional distribution**

**Table S1. Primer sequences of RNAs for MeRIP-qRT-PCR**

| **Gene Name** | **Species** | **Sequence** |
| --- | --- | --- |
| Kcnn1 | Rat | F:5' GTTCGGGATTGTCGTCATGG 3'  R:5' AGGAACAGCTGGATCTCTCG 3' |
| Tet1 | Rat | F:5' ACATTGCTGGAGACTGTCGA 3'  R:5' TTCTGTCACGGCCATCTTCT 3' |
| Hadh | Rat | F:5' CTGCCGATGAGTTTGTGGAG 3'  R:5' CCACAAGCTTCATCATGGGG 3' |

**Table S2. Primer sequences of RNAs for qRT-PCR**

| **Gene Name** | **Species** | **Sequence** |
| --- | --- | --- |
| GAPDH | Rat | F:5' GCATCTTCTTGTGCAGTGCC 3'  R:5' ACCAGCTTCCCATTCTCAGC 3' |
| Hadh | Rat | F:5' CTGCACTGTTGTTTCCAGGC 3'  R:5' GACCTGAGTGAATGCGGCTA 3' |
| Arfgef3 | Rat | F:5' CTCTATGCCCGCGGATCTC 3'  R:5' TGATGAATCACGCCCGCTC 3' |
| Sez6 | Rat | F:5' TTCCTTTGCAGGAGACGAGAG 3' |
|  |  | R:5' GCACCGCCAAATCCAAAGAA 3' |
| Psmg3 | Rat | F:5' GAAGCTCGACAGGCACATTG 3' |
|  |  | R:5' TTGGGACCAAAACCCTCAGC 3' |
| Kcnn1 | Rat | F:5' GCTGAGAAACACGTGCACAA 3' |
|  |  | R:5' TGGCCTGAAGGAACTTACGC 3' |
| Myo1b | Rat | F:5' GAGGCGAAGCAGGAGAAAGT 3' |
|  |  | R:5' GCTCGAAGCTGTTGTCCTCA 3' |
| Ptprz1 | Rat | F:5' GGCAAGGCACCTCAGATAGC 3' |
|  |  | R:5' ATCAGCACATCTCGTTCTATCCC 3' |
| Ank2 | Rat | F:5' CCGAGCTTCTTATCCCCACC 3'  R:5' CCCAAGCCCACCTACCTTC 3' |
| Pwwp3b | Rat | F:5' TTCCCTCTCCGACGAGAAGT 3'  R:5' TCACAGACATGATCGCCGAG 3' |
| Tet1  FTO  Mettl3  Mettl14  ALBKH5  YTHDF2  YTHDC1-3  FTO  Mettl3  Mettl14  ALBKH5  YTHDF2  YTHDC1-3  Tet1  Kcnn1 | Rat  Rat  Rat  Rat  Rat  Rat  Rat  Human  Human  Human  Human  Human  Human  Human  Human | F:5' GGTCTGTACTGGGAGACGC 3'  R:5' GTAGAGGTGCATGGCTACGG 3'  F:5' AGAATGTCTGTGACGATGTGG 3'  R:5' GCACTTTCTGTATCGATTGCC 3'  F:5' CACAGACCAGGCTAGAATTGC 3'  R:5' TTGCTCTTCCAGAGGACTCG 3'  F:5' TGAAGCGAAGCACAGATGGG 3'  R:5' GATAGTGCTGTCCCTCCCGA 3'  F:5' GCTTCGGTTGCAAGTTCCAG 3'  R:5' GGACCCGGCTGGATAGTTTT 3'  F:5' CAACAGACACAGCCATTGCC 3'  R:5' TAGATCCAGAACCCGCCTGA 3'  F:5' CGATTTTCAGGAGTTCGCCG 3'  R:5' GAGCAATACAAACCATTCCTTGC 3'  F:5' CGAGAGCGCGAAGCTAAGA 3'  R:5' GCTGCCACTGCTGATAGAAT 3'  F:5' GACACGTGGAGCTCTATCCAG 3'  R:5' AAGGTGGAGAGGGAGTACCA 3'  F:5' GAACACTGCCTCATGGGGAT 3'  R:5' TGTTAACTGAGGTCCTACCTGG 3'  F:5' CCGGTTGGAAACAAAGTCCC 3'  R:5' GCAAGCCAAGGCTCCTAAAC 3'  F:5' CCTTAGGTGGAGCCATGATTG 3'  R:5' TCTGTGCTACCCAACTTCAGT 3'  F:5' GAACAACCTCCACACCATCCT 3'  R:5' TAGTTCCCTCACACCTTTGCC 3'  F:5' CAGAACCTAAACCACCCGTG 3'  R:5' TGCTTCGTAGCGCCATTGTAA 3'  F:5' TCGGGGAAACCCTCAAATGTG 3'  R:5' CCATGACGACGATGCCAAAC 3' |

**Table S3.** **Summary of reads quality control**

| **Sample** | **Raw_Reads** | **Valid_Reads** | **Valid%** | **Q20%** | **Q30%** | **GC%** |
| --- | --- | --- | --- | --- | --- | --- |
| Control1_IP | 85613328 | 83673444 | 89.29 | 97.94 | 94.13 | 48.68 |
| Control2_IP | 90059320 | 87966524 | 89.04 | 98.12 | 94.59 | 48.79 |
| Control3_IP | 90378654 | 88208482 | 89.16 | 97.95 | 94.23 | 48.79 |
| MI1_IP | 96389326 | 94109178 | 89.28 | 97.98 | 94.30 | 49.33 |
| MI2_IP | 92010960 | 90037296 | 89.60 | 97.97 | 94.22 | 49.05 |
| MI3_IP | 90656054 | 88811176 | 90.05 | 98.11 | 94.54 | 48.92 |
| Control1_input | 76309778 | 74963578 | 88.55 | 98.12 | 94.41 | 47.06 |
| Control2_input | 92128904 | 90500744 | 88.39 | 98.20 | 94.59 | 47.02 |
| Control3_input | 80943904 | 79650098 | 88.87 | 98.18 | 94.54 | 46.98 |
| MI1_input | 87683028 | 86221232 | 88.71 | 98.17 | 94.53 | 47.40 |
| MI2_input | 93110634 | 91257024 | 88.24 | 98.14 | 94.48 | 47.43 |
| MI3_input | 95101328 | 93359802 | 89.01 | 98.18 | 94.58 | 46.72 |

**Table S4.** **Summary of reads mapping to the rat reference genome**

| **Sample** | **Valid reads** | **Mapped reads** | **Unique Mapped reads** | **Multi Mapped reads** |
| --- | --- | --- | --- | --- |
| Control1_IP | 78892638 | 71274457  (90.34%) | 59586958  (75.53%) | 11687499  (14.81%) |
| Control2_IP | 82685038 | 75531179  (91.35%) | 63563447  (76.87%) | 11967732  (14.47%) |
| Control3_IP | 83012256 | 75280801  (90.69%) | 63103743  (76.02%) | 12177058  (14.67%) |
| MI1_IP | 91357366 | 83038165  (90.89%) | 69481051  (76.05%) | 13557114  (14.84%) |
| MI2_IP | 86829384 | 79329134  (91.36%) | 66463789  (76.55%) | 12865345  (14.82%) |
| MI3_IP | 85841654 | 79228601  (92.30%) | 66703658  (77.71%) | 12524943  (14.59%) |
| Control1_input | 71051878 | 65695331  (92.46%) | 54309286  (76.44%) | 11386045  (16.02%) |
| Control2_input | 85497216 | 79229440  (92.67%) | 65771553  (76.93%) | 13457887  (15.74%) |
| Control3_input | 75363238 | 69679791  (92.46%) | 57901879  (76.83%) | 11777912  (15.63%) |
| MI1_input | 83809858 | 77081124  (91.97%) | 63283187  (75.51%) | 13797937  (16.46%) |
| MI2_input | 87776484 | 80315140  (91.50%) | 65946331  (75.13%) | 14368809  (16.37%) |
| MI3_input | 90019092 | 82711003  (91.88%) | 68410981  (76.00%) | 14300022  (15.89%) |

**Table S5** **Top 10 hypermethylated and upregulated mRNAs**

| **mRNA** | **Chromosome** | **m^6^A Regulation** | **Regulation** | **FPKM of MI Input** | **FPKM of SO Input** |
| --- | --- | --- | --- | --- | --- |
| Angptl7 | chr5 | Up | Up | 16.85 | 0.10 |
| LOC103689965 | chr20 | Up | Up | 93.31 | 1.60 |
| Grin3a | chr5 | Up | Up | 0.75 | 0.02 |
| Edar | chr20 | Up | Up | 0.63 | 0.02 |
| Olfm2 | chr8 | Up | Up | 0.60 | 0.03 |
| Scart1 | chr1 | Up | Up | 0.31 | 0.02 |
| Lrrtm3 | chr20 | Up | Up | 0.20 | 0.02 |
| Has1 | chr1 | Up | Up | 2.32 | 0.29 |
| Arntl | chr1 | Up | Up | 5.56 | 0.87 |
| Htr2b | chr9 | Up | Up | 0.69 | 0.13 |

**Table S6 Top 10 hypomethylated and downregulated mRNAs**

| **mRNA** | **Chromosome** | **m^6^A Regulation** | **Regulation** | **FPKM of MI Input** | **FPKM of SO Input** |
| --- | --- | --- | --- | --- | --- |
| Ciart | chr2 | Down | Down | 1.16 | 8.07 |
| Myo16 | chr16 | Down | Down | 0.32 | 2.15 |
| Ddn | chr7 | Down | Down | 0.88 | 4.87 |
| Rims1 | chr9 | Down | Down | 0.29 | 1.41 |
| Cacng4 | chr10 | Down | Down | 0.31 | 1.19 |
| Ubxn10 | chr5 | Down | Down | 0.27 | 0.91 |
| Cdh23 | chr20 | Down | Down | 1.48 | 4.33 |
| Paqr9 | chr8 | Down | Down | 2.91 | 7.69 |
| Mapk11 | chr7 | Down | Down | 0.51 | 1.31 |
| Papln | chr6 | Down | Down | 2.86 | 6.94 |

**Table S7 Top 10 hypomethylated and upregulated mRNAs**

| **mRNA** | **Chromosome** | **m^6^A Regulation** | **Regulation** | **FPKM of MI Input** | **FPKM of SO Input** |
| --- | --- | --- | --- | --- | --- |
| Prss35 | chr8 | Down | Up | 1.36 | 0.02 |
| Col9a2 | chr5 | Down | Up | 0.34 | 0.01 |
| Cpz | chr14 | Down | Up | 4.91 | 0.22 |
| Ccn2 | chr1 | Down | Up | 160.25 | 9.00 |
| C6 | chr2 | Down | Up | 5.55 | 0.33 |
| Klhl29 | chr6 | Down | Up | 1.47 | 0.10 |
| Piezo2 | chr18 | Down | Up | 5.57 | 0.51 |
| Tnfrsf8 | chr5 | Down | Up | 0.24 | 0.02 |
| Slc25a43 | X | Down | Up | 0.93 | 0.11 |
| Reep2 | chr18 | Down | Up | 0.50 | 0.06 |

**Figure S1. Refer to the genome to compare the regional distribution**

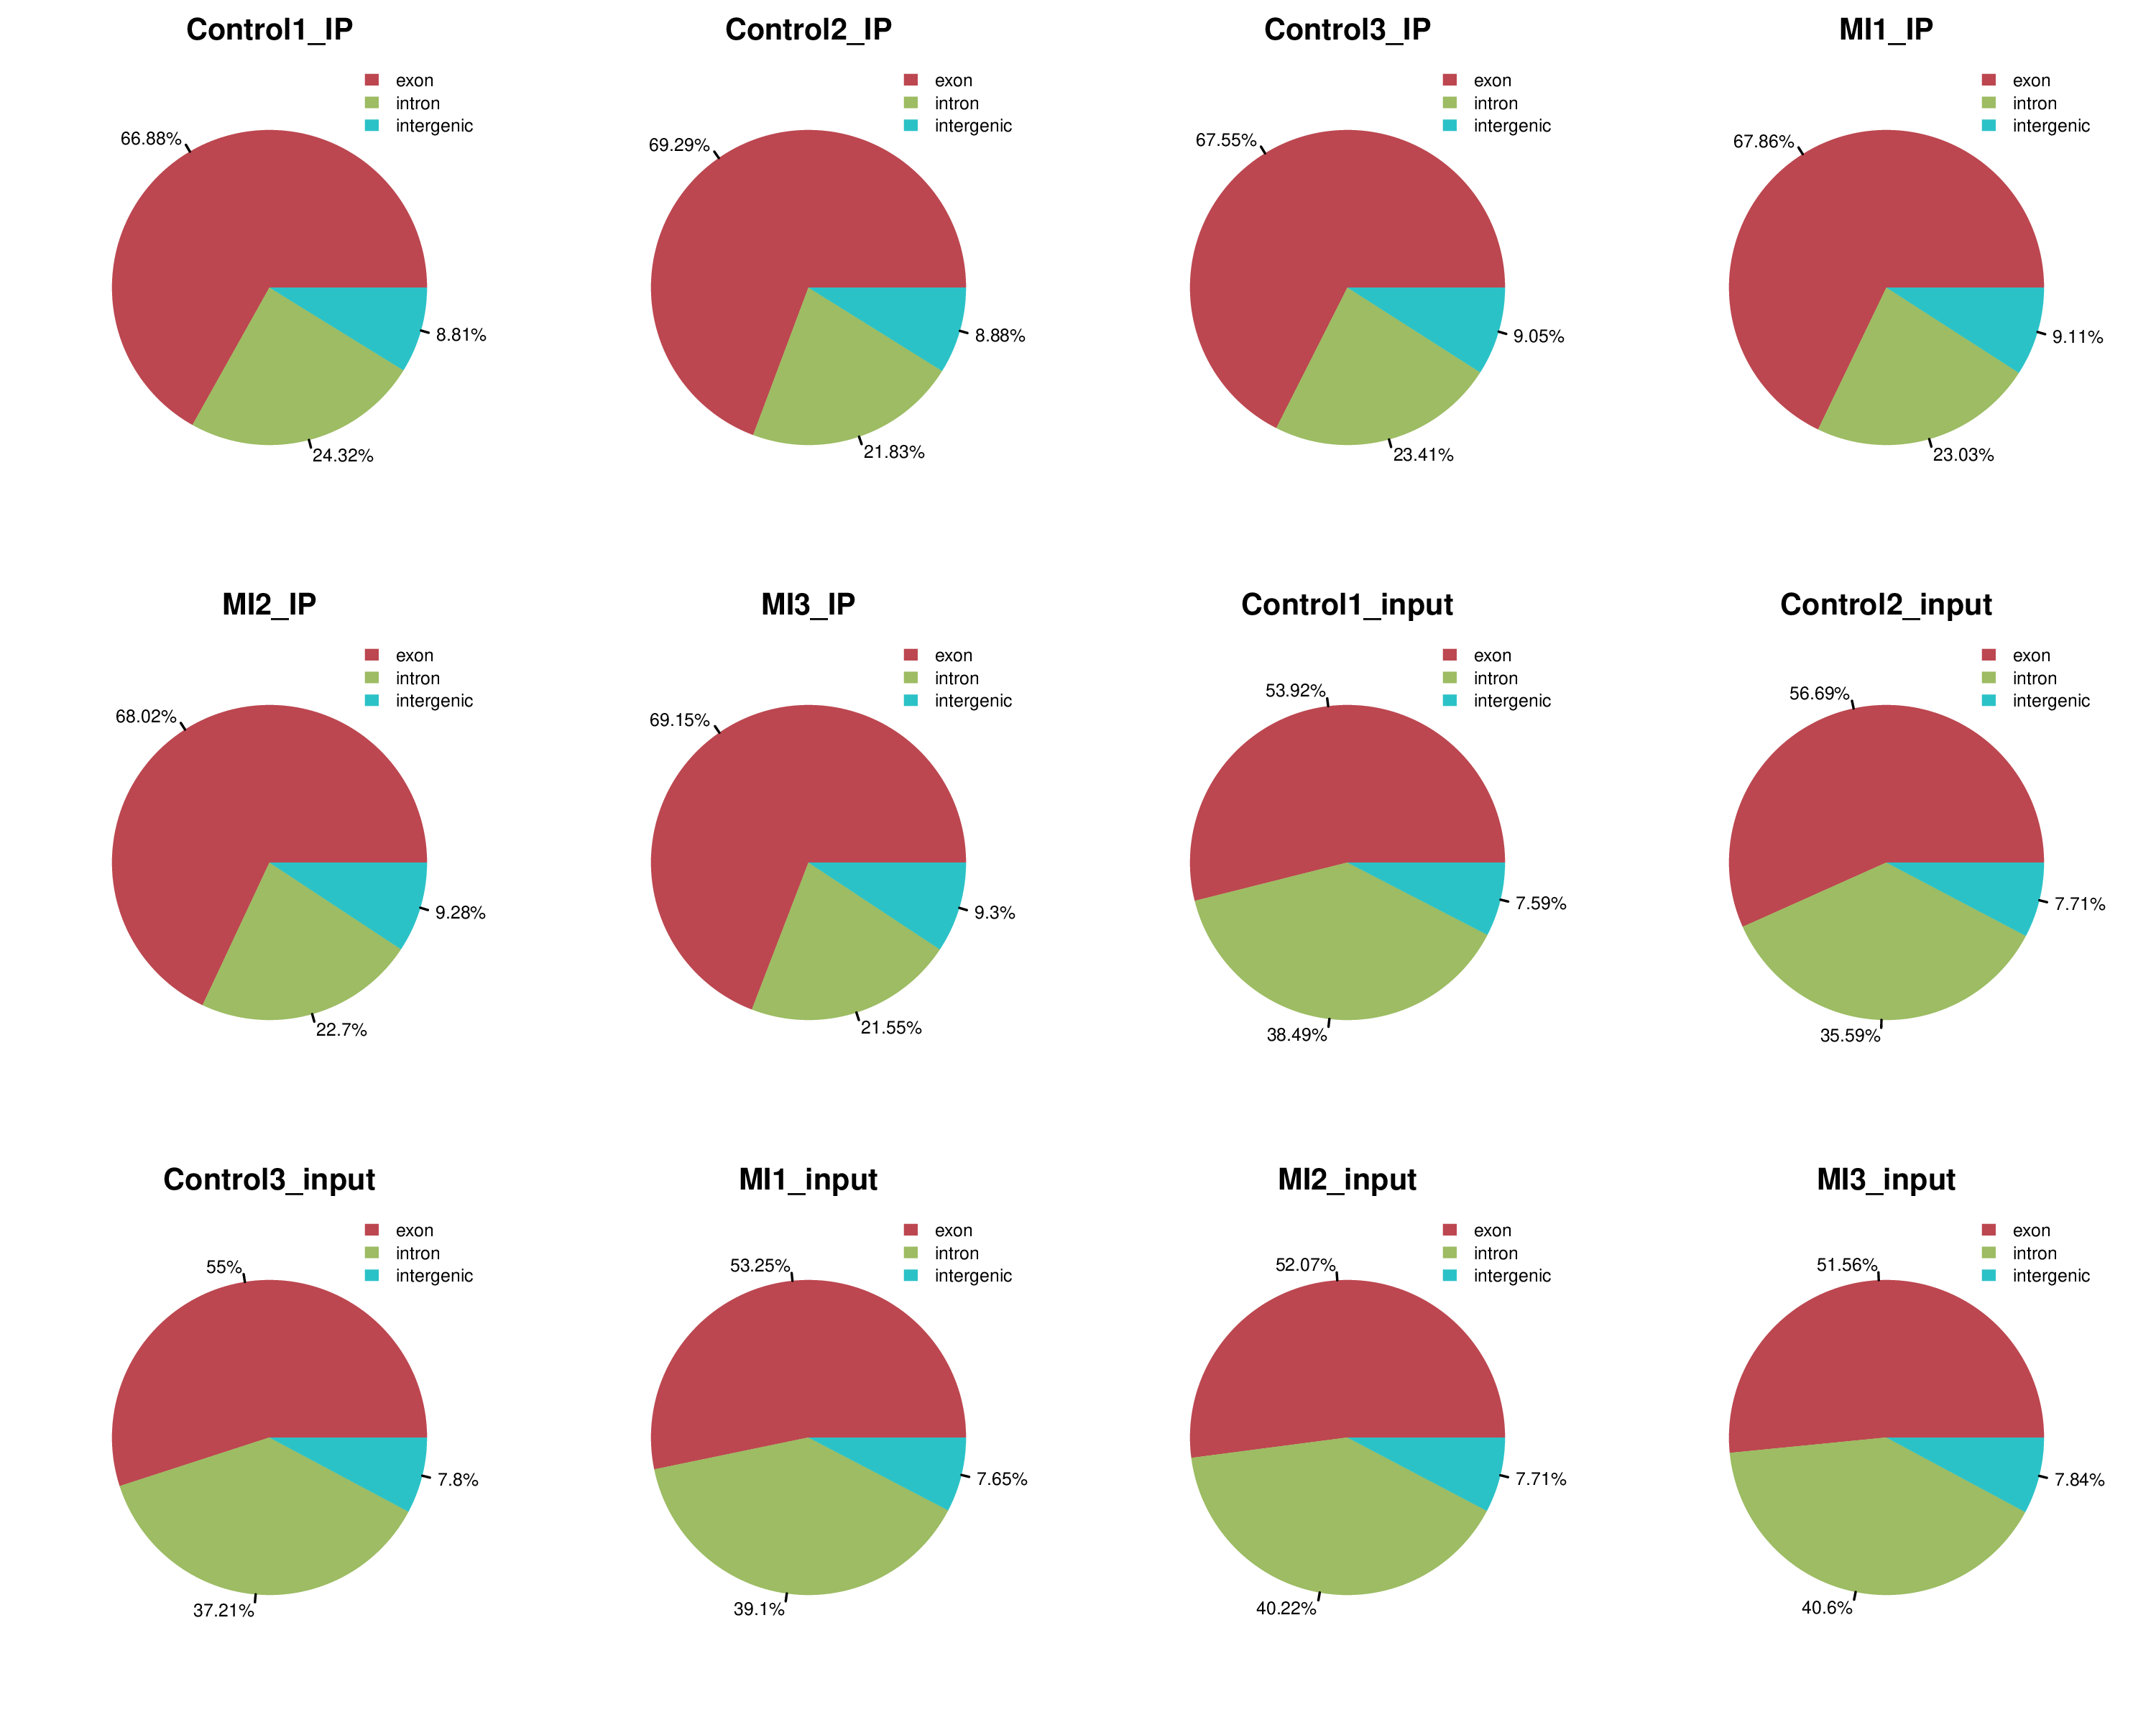

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

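m6A methylation and gene expression were measured in heart tissue of rats with myocardial infarction (MI) and of sham operated (SO) rats, with an IP and an input library from 3 samples of each group. Samples were assigned to groups from the sample labels, which name them control or MI, and from Supplementary Tables S3 and S4. All 12 libraries were assigned. FPKM values exist for the 6 input libraries. The 6 IP libraries enter only through the authors' peak calls.

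The authors trimmed the reads with fastp, aligned them with HISAT2 and computed FPKM per gene with StringTie from the input libraries, and the versions of these tools are not given in the paper's text. The deposited peak lists hold the fold enrichment (a ratio of IP over input), a score that is the log10 of the p-value or FDR, and the p-value of each peak from exomePeak, called once per group on all its libraries and annotated with ChIPseeker. The authors' deposited table of differences holds the log2 of the MI over SO ratio of enrichment, its p-value and a score that is the log10 of its FDR, with 1 value per peak over all libraries. Coordinates are those of the deposited files, 1-based, on the genome and annotation that the paper calls Version 101.

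From the FPKM values, log2(FPKM + 0.1) was fitted with limma (lmFit, and eBayes with a trend, version 3.58.1 in R 4.3.3) for MI against SO, two-sided, over 17375 of 20852 genes, those with a mean FPKM of at least 0.1. The design written in advance was this one, since the values are not counts and edgeR, which the authors used, needs counts. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Thresholds were the study's own: |log2FC| over 1 with a p-value under 0.05 for peaks and genes, and |log2FC| over 0.5 for expression in the combined analysis. Single genes also had an exact two-sided permutation test, which cannot give less than 0.1 with 3 samples per group. The 4 combinations of methylation and expression were counted as distinct genes and compared with Fisher's exact test. Correlations across peaks had a permutation test with 100000 resamples. Gene lists were tested with camera (preset correlation 0.01), and fry and an estimated correlation were alternatives. An overlap of peaks required 1 bp in the same gene. Confidence intervals of shares are 95% Wilson intervals and cover counting only. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

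The 10 gene lists were cardiomyocyte structural, fatty acid oxidation, fibroblast and matrix, macrophage, endothelial, red blood cell, clock genes in the phase of Arntl, clock genes in the phase of Dbp, m6A writers, and m6A erasers and readers. The designs, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, and 1 alternative, the log2 ratio of group means without a pseudocount, was added afterwards. Some lists were prompted by genes that the paper picked from these libraries (Ciart, Arntl and Hadh). The rule named the genes of Table 3, the extremes of Tables 1, 2 and S5 to S7 and those differing from the study's value, and the 5 largest rises and falls of genes with an adjusted p-value under 0.05, a mean FPKM of at least 1 and no overlap. It also named the 3 largest rises and falls of the differential peaks and the members of the lists. AABR07040095, the Metazoa_SRP gene, AABR07026929 and the genes with 1 low library were named after their values were seen. Ttn, Col1a2, Pecam1, Hba1, Hbb-b1 and Igf2bp1 were not found by name in the table. Results for some genes are not reported here.

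The limma step was tested on simulated data with 17083 genes, of which 200 were changed by a log2FC of 2 or its negative. It called 182 of them (91%) and 16 unchanged genes, and the median fitted log2FC of the raised genes was 2.00. The changed genes were drawn from those with a mean FPKM of at least 1, with independent noise for each gene. The simulation therefore does not test weakly expressed genes, whose log2FC is understated, or a fit with many more changed genes. The depth of the libraries is the paper's. The mean number of valid reads computed from Table S4 was 81529977 (SO IP), 88009468 (MI IP), 77304111 (SO input) and 87201811 (MI input), and the paper's Table S3 gives 86616150, 90985883, 81704807 and 90279353. FPKM values of weakly expressed genes were checked for steps of whole reads, and the most common ratio between 2 libraries covered at most 0.69% of the genes, so reads could not be recovered. The deposited FPKM summed to 382430, 380794 and 376948 in the SO and 402854, 430085 and 401251 in the MI libraries. No pair of libraries held identical values.

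The alternatives tried were pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter, quantile normalization, median centring, eBayes without a trend, the log2 ratio of group means, a replicate block, leaving out each sample, stricter or looser thresholds for peaks and genes, and peaks instead of genes. Sequence motifs were not analysed here.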

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

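The comparison of the endothelial list with the fibroblast and macrophage lists, and the count of splits for the gene lists, were chosen after the results had been seen. The tests of the cardiomyocyte list and of the clock lists against the time of day were written earlier.

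Mostly in genes outside the tables of the paper, 8 of 10 gene lists moved between the SO and MI input libraries with a camera FDR under 0.05. Mean log2FC are given as fitted, on a scale where the median of all genes was 0.16. Fatty acid oxidation genes changed by -1.06 on average (14 of 14 lower, camera FDR 8.41e-12), cardiomyocyte structural genes by -0.89 (11 of 11 lower, 1.02e-05) and endothelial genes by -0.39 (8 of 9 lower, 2.04e-05, with Cldn5 at 0.50). Fibroblast and matrix genes rose by 2.27 (11 of 11 higher, 4.29e-07) and macrophage genes by 2.01 (10 of 10 higher, 1.64e-05). In each of these 5 lists all 3 MI samples lay beyond every SO sample. Adjusted over the list alone, 14, 7, 6, 11 and 10 of these genes had an adjusted limma p-value under 0.05, against 14, 6, 6, 10 and 10 adjusted over all genes tested. Under fry these 5 lists stayed under an FDR of 0.05, and under an estimated correlation none of the 10 lists did, with FDR values from 0.104 to 0.732. None of these 5 lists changed direction under any alternative. Of the 10 splits of the 6 samples, 1, the real one, gave as many lists past the threshold, and the others gave 0 to 7, so with 10 splits chance cannot be excluded below 1 in 10.

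For Hadh and the fatty acid oxidation list, the loss of cardiomyocytes in infarcted tissue was weighed. The list was prompted by Hadh, which the paper picked from these libraries, and does not contain it. The test written in advance asked whether the cardiomyocyte genes fall about as much as Hadh while the fibroblast and macrophage lists rise. The fibroblast and macrophage lists rose, but the cardiomyocyte genes fell by less than Hadh (-1.53): their mean was -0.89 with an SD of 0.43 between genes, and 1 of 11 fell more than Hadh (Myh6). None of the 14 fatty acid oxidation genes fell more than Hadh either. A smaller share of cardiomyocytes alone would raise the markers of every other cell type alike. The endothelial list instead fell, with a mean of -0.3922, against 2.15 for the fibroblast and macrophage genes together, a difference of -2.54 (permutation test over genes, p = 2e-05). Genes are not independent replicates, so this p-value describes these libraries and not the spread between rats. The fall of the endothelial list argues against a smaller share of cardiomyocytes as the only difference between the groups. It cannot decide why Hadh and the fatty acid oxidation genes fell, since they could fall with cardiomyocytes whichever way endothelial genes moved. The mean of the fatty acid oxidation list (-1.06) lay within the SD (0.43) around the cardiomyocyte mean. Fewer cardiomyocytes as part or all of the cause, loss of endothelial cells, and more fibroblasts and macrophages stay open. So does a change of expression within cardiomyocytes, and the infarction itself is the biological difference of the design. Heart tissue holds all these cell types, and the most abundant list genes were Actc1 (mean FPKM 8298 in SO and 6585 in MI) and Mb (8838 and 4747).

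The clock genes in the phase of Arntl rose by 0.96 on average (5 of 5 higher, camera FDR 0.0155, fry FDR 0.00363), and those in the phase of Dbp changed by -0.89 (9 of 10 lower, camera FDR 1.13e-05, fry FDR 0.00682). The lists were prompted by Arntl and Ciart, which the paper picked from these libraries. Without them the means were 0.58 (FDR 0.0437) and -0.68 (FDR 6.6e-05), and all 3 of 3 MI samples had the other Arntl-phase genes above and the other Dbp-phase genes below every SO sample. Hearts collected at another time of day in the 2 groups are a candidate explanation that this test leaves standing, and it could have come out the other way. Per2 (0.07) and Hlf (-0.04) did not move, and Per2 changes sign under both scalings. The hour of collection is not given in the paper's text, so a shift of the clock by the infarction itself stays open as well.

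The red blood cell list changed by -2.27 on average (6 of 6 lower, camera FDR 0.00518), but fry gave an FDR of 0.134, and MI replicate 2 lay within the range of the SO samples. Relative to the median of all genes the mean was -2.43, and -3.28 without MI replicate 2. Globin genes have near copies that share reads. Blood left in the tissue to a different extent was not tested, and a biological explanation was not tested either.

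The m6A writers (mean log2FC 0.17, camera FDR 0.372, fry FDR 0.00617) and the m6A erasers and readers (0.01, camera FDR 0.724, fry FDR 0.148) did not pass with camera. The mean of the writers relative to the median of all genes was 0.01.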

How the results depend on the processing

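The added setting, the log2 ratio of group means with no pseudocount, was chosen after the values had been seen, and so was the count of splits for the genes in the 4 combinations. Across the genes and lists named and all alternatives, 578 comparisons kept direction and side of the threshold, 55 were weaker, 9 stronger and 9 reversed.

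The counts of changed genes moved with the pseudocount and the scaling. At an unadjusted p-value, a pseudocount of 1 gave 1074 higher and 263 lower genes (2098 and 542 in the reported fit), quantile normalization 1368 and 1008, and median centring 937 lower genes. With adjusted p-values from limma, a pseudocount of 1 gave 1010 higher and 244 lower genes (1771 and 431), quantile normalization 1150 and 788, and median centring 786 lower genes. A higher pseudocount shrinks every log2FC of weakly expressed genes, so fewer pass a threshold on size. The cause of the shifts under the scalings was not tested. The other settings, stricter filters and each sample left out included, kept these counts within 1.5 times. Of the 10 splits of the 6 input samples, 1, the real one, gave as many changed genes, and the others gave 0 to 3 genes with an adjusted p-value and 128 to 394 with an unadjusted one. With 10 splits, the share cannot go below 1 in 10.

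In the combined analysis, the hypermethylated and downregulated genes numbered 26 under quantile normalization and 23 under median centring (9 in the reported fit), and 6 to 14 across the 6 fits that each left out one sample, with 14 without MI replicate 2. With an expression |log2FC| over 1 they numbered 3, the hypomethylated and downregulated 10 (30), the hypomethylated and upregulated 51 (78) and all together 138 (217), as a stricter threshold must lower them. Quantile normalization gave 45 hypomethylated and downregulated genes. The hypomethylated and upregulated genes numbered 46 with a mean FPKM of at least 1 and 41 with the authors' FDR, which test fewer genes or peaks. The odds ratio stayed above 1 under all alternatives. Of the 10 splits, 1 gave as many genes in the 4 combinations, and the others gave 2 to 16.

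For the peaks, a fold enrichment of at least 2 moved the 3′UTR share of the SO peaks to 46.4% and the shares in other exons to 36.9% (SO) and 36.4% (MI). An FDR under 0.001 moved them to 47.7% (SO 3′UTR), 36.3% (SO exon), 49.6% (MI 3′UTR), 14.4% (MI 5′UTR) and 36.1% (MI exon). The cause was not tested. In the authors' deposited table, |log2FC| over 0.58 gave 726 hypermethylated and 769 hypomethylated peaks, and their FDR gave 193 hypomethylated peaks, since the thresholds are looser and stricter.

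With an estimated correlation between genes, 0 of 10 gene lists had a camera FDR under 0.05 (8 with the preset correlation), and the smallest FDR was 0.104. A larger correlation between genes widens the error of every list.

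Reversals concerned values near 0. The mean of the m6A writers relative to the median of all genes (0.0075) was -0.0161 to 0.0246 when each sample was left out, negative without SO replicate 1. Per2 (0.0652) was -0.0244 under quantile normalization, -0.1253 under median centring and -0.0403 to 0.1419 with each sample left out. Hlf (-0.0415) was 0.0147 with the log2 ratio of group means, 0.0152 with that ratio and no pseudocount, and -0.2426 to 0.2549 with each sample left out. The cause was not tested.

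Among single genes, Kcnn1 lost its adjusted call in 5 of the 6 fits that left out 1 sample, and Pwwp3b in 5 of 6 and also without a filter and with the replicate block. Arfgef3 lost its adjusted call without SO replicate 2. Tet1 and Psmg3 gained an adjusted call under both scalings, Psmg3 also without MI replicate 1, Fam111a, Ptprh, Gp6 and Klk12 without SO replicate 2, and 7SK without SO replicate 1. AABR07069186, Gzmc and Alas2 lost theirs in at least 1 of these fits.

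The replicate numbers do not pair the samples: the deviations of same-numbered SO and MI samples from their group means correlated at 0.0642, 0.0068 and -0.0477 across genes. The fit with the replicate block gave 2098 higher and 533 lower genes at an unadjusted p-value and 1706 and 397 with adjustment, and in the combined analysis 99, 9, 75 and 29 genes. Under the block, Pwwp3b and Alas2 did not pass adjustment.

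The motif alternatives, which need a genome, the authors' own expression statistics and the tests on counts were not run.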

Differences from the paper's values

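The log2 ratio of group means without a pseudocount was chosen after the values had been seen, and all other tests named in this part were set before that.

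Counts were taken to differ when one was more than 1.5 times the other. The paper gives 576 upregulated and 78 downregulated mRNAs, and limma gave 2098 and 542 genes. None of the alternatives set before the data were examined came within 1.5 times of either count, nor did the added one.

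For the combined analysis the paper gives 377 mRNAs with both changes, and 217 genes were found here. The paper gives 173 hypermethylated and upregulated mRNAs against 100 here, and 124 hypomethylated and upregulated mRNAs against 78 here, and none of the alternatives set before the data were examined came within 1.5 times of these 3 counts. The paper's 26 hypermethylated and downregulated mRNAs stand against 9 here, and of the alternatives set before the data were examined quantile normalization gave the paper's count (26), median centring came within 1.5 times of it (23) and the others did not. The paper's 54 hypomethylated and downregulated mRNAs stand against 30 here, and of the alternatives set before the data were examined quantile normalization (45) and median centring (44) narrowed the gap to within 1.5 times without closing it, and the others did not come that close.

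For Table 2, a log2FC was taken to differ when the gap was above the larger of the SDs of log2(FPKM + 0.1) within the SO and the MI group. Where a sample at 0 widened that SD, a ratio over 1.5 between the log2FC values was enough. A gap counts as closed when neither holds, so it can stay wide for genes that vary much between samples. By this rule the paper's log2FC differed from the fitted one in 12 of 20 genes. They were Gm47305 (paper 12.06, here 11.09), Ccn4 (8.3, here 4.47), Mmp12 (8.28, here 5.70), Col11a1 (7.95, here 5.51), Grem1 (7.65, here 4.49), Comp (7.59, here 6.17), Card14 (7.48, here 3.96), Fam180a (7.36, here 5.33), Ptprh (-6.83, here -1.76), Gp6 (-4.22, here -1.51), Sec14l5 (-3.34, here -2.72) and Klk12 (-3.25, here -1.90). On the scale of the log2 ratio of group mean FPKM without a pseudocount, which was chosen after seeing the values, all 12 matched: 12.06, 8.30, 8.28, 7.95, 7.65, 7.59, 7.48, 7.36, -6.83, -4.22, -3.34 and -3.25. Of the alternatives set before the data were examined, a pseudocount of 0.01 closed the gap for Gm47305 (12.14), Mmp12 (8.19), Col11a1 (7.68), Grem1 (7.09), Comp (8.00), Card14 (6.64), Fam180a (7.82), Gp6 (-2.88), Sec14l5 (-3.28) and Klk12 (-3.05), but not for Ccn4 and Ptprh. Quantile normalization closed it for Sec14l5 (-3.19), and leaving out SO replicate 3 (11.49) or MI replicate 2 (11.62) closed it for Gm47305. The log2 ratio of group means (-2.41) and leaving out SO replicate 2 (-3.18) or MI replicate 1 (-2.57) closed it for Klk12. No other alternative closed any of them.

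In Table 1 the paper's p-value differed from the authors' deposited table for Cd248 (paper 1.26e-50, authors' deposited table 1.00e-132), AABR07048992 (paper 1.00e-132, authors' deposited table 6.76e-09) and Nfs1 (paper 6.76e-09, authors' deposited table 0.00251). None of the alternatives set before the data were examined applies to these p-values, and none closed the gap. The authors' deposited table gives a p-value of 1.26e-50 for Sp3.

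In Table 3 the paper gives Tet1 a mean FPKM of 0.29 in MI and 0.58 in SO, and here it was 2.94 and 4.20. None of the alternatives set before the data were examined closed the gap. The mean FPKM of AABR07040095 (ENSRNOG00000030330, chromosome X, 92596378 to 92691573) was 0.294 in MI and 0.582 in SO. Table 3 also places Tet1 on chromosome X, whereas Tet1 lies on chromosome 20 in the deposited values. The chromosome and both means of the Tet1 row of Table 3 are therefore those of AABR07040095.

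The paper names chromosomes 11, 12 and 13 among those with the most peaks. In the authors' deposited table they stood at ranks 20, 11 and 12, and chromosomes 3, 5 and 7 followed chromosomes 1 and 10. The paper counts 646 peaks on chromosome 1, and the authors' deposited table has 647. The paper lists Ptprh, Fam111a, Gp6, 7SK and Klk12 in Table 2 and Sez6 and Ptprz1 in Table 3 as downregulated. Their unadjusted limma p-values were 0.0665, 0.0985, 0.0993, 0.0697 and 0.157, and 0.0680 and 0.194. Ptprh passed under median centring and without SO replicate 2, Fam111a under the replicate block and without SO replicate 2, Gp6 and Klk12 without SO replicate 2, 7SK without SO replicate 1, Sez6 under quantile normalization, median centring and the replicate block, and Ptprz1 under none. Scart1, which the paper lists among the changed peaks, had a p-value of 0.0724 in the authors' deposited table. AC141521, with a log2FC of 8.68 in the authors' deposited table, is a noncoding RNA outside the paper's Table 1.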

Other observations

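All tests in this part were chosen after the results had been seen, except that of the input libraries in both ratios and that of Mettl3. Mettl3 belongs to a gene list fixed before the data were examined, and its limma test was set then.

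The paper's numbers of changed mRNAs are far below the number of genes past the same thresholds here. A candidate explanation is that they were counted over the protein-coding peaks of the differential peak table, not over genes. Of 4986 such peaks, 718 belong to genes with a log2 ratio of group mean FPKM over 1. With an unadjusted limma p-value under 0.05 as well, 590 were higher and 75 lower. The paper gives 576 and 78. This counting was 1 of 5 that were tried after the paper's numbers were known, some of them with and without the p-value (485 and 69 distinct genes with it). The others were all genes (4784 and 1858), all peaks of the table (760 and 124), their distinct genes (638 and 114) and the distinct protein-coding genes (603 and 102), so the match may be a product of the search. Further countings of the 4 combinations, over peaks or genes and without a p-value for expression, were tried in the same way, and none gave the paper's 4 numbers. No biological explanation was tested.

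Far more genes were higher than lower in MI, 80.4% of the genes with an adjusted p-value. With a shift of the whole FPKM scale as the only cause, the share would fall to 50% once the samples are brought to 1 scale. It was 62.66% after median centring and 59.34% after quantile normalization, and with each sample left out of the scaled fits it ranged from 58.7 to 65.2% and from 55.8 to 62.5%. With all samples, the share stayed above 50% by more than these ranges are wide. The lowest share, 55.8% after quantile normalization without MI replicate 2, was above 50% by less than that width. All of these shares were above 50%, which argues against a shift of scale as the whole cause. How much of the excess a shift of scale accounts for cannot be read from the drop, since either scaling evens out higher and lower genes whatever the cause. The infarction, the cell types that came with it and the library preparation stay open.

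The correlation between the log2FC of methylation and of expression across peaks was positive. The input libraries enter both, as the divisor of one and the measure of the other, and noise in them would give a negative correlation. The sign of rho over all 5004 peaks of the authors' deposited table (0.1047) therefore already argues against shared input noise as the whole of it. The test written in advance, over the 1215 peaks of the authors' deposited table without a significant change, gave a positive rho as well (0.07836, permutation test, p = 0.00597) and adds little, since these peaks were selected from the same table. A common cause of both changes stays open, and so does a lowering of rho by noise in the input.

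The largest log2FC of methylation lie in weakly expressed genes. Across 5178 peaks of the authors' deposited table, Spearman's rho between |log2FC| and the mean FPKM of the gene was -0.4865 (permutation test, p = 1e-05, the smallest that 100000 resamples can give), and 33.3% of the peaks past the threshold lay in genes under an FPKM of 1, against 12.95% of the other peaks. Few reads in such genes may explain part of the largest changes. This is a hypothesis found and tested on the same data, and a true difference in methylation of weakly expressed genes stays open.

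Gm47305 rose by 11.09, more than any other gene named. It lies within a Metazoa_SRP gene (ENSRNOG00000058083, chromosome 6, 91680229 to 91680528, same strand) with a mean FPKM of 8042 in SO and 9713 in MI. The FPKM of Gm47305 in MI was 4.9% of that of the larger gene, so a small part of its reads, assigned differently, could give the value. The values cannot decide this: a true rise of Gm47305 and reads of the larger gene cannot be told apart, because the reads of the overlapping genes are not separated. Gm47305 is also shorter than the average insert size the paper gives, so a fragment of that size cannot lie within it.

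Some genes had 1 library far below the other 2 of its group, by more than 20-fold with at least 5 FPKM in both others: 6 genes in SO and 17 in MI. Among them were Fam111a in SO replicate 2 (0.374 against 43.8 and 46.6), Slpi in MI replicate 2 (0 against 7.78 and 12.5) and Col2a1 in MI replicate 1 (0.0758 against 7.39 and 14.6). These were chosen after their values were seen, and no biological explanation was tested.

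The paper reports upregulation of Mettl3 by qRT-PCR in this model. In the input libraries Mettl3 (ENSRNOG00000013111, chromosome 15, 28710300 to 28721127) had an FPKM of 8.09 ± 0.183 in SO and 9.26 ± 0.494 in MI (SD, n = 3), higher in all 3 MI samples than in all 3 SO samples, with a log2FC of 0.19 (limma, Benjamini-Hochberg adjusted p = 0.127, and 0.104 to 0.996 over the alternatives). It was 0.00 after median centring. The 5′UTR peak of Mettl3 (28720978 to 28721127) had a log2FC of -0.52 in the authors' deposited table.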
